# Multiple *Nf1* Schwann cell populations reprogram the plexiform neurofibroma tumor microenvironment

**DOI:** 10.1172/jci.insight.154513

**Published:** 2022-09-22

**Authors:** Leah J. Kershner, Kwangmin Choi, Jianqiang Wu, Xiyuan Zhang, Melissa Perrino, Nathan Salomonis, Jack F. Shern, Nancy Ratner

**Keywords:** Cell Biology, Oncology, Expression profiling, Genetic diseases, NF-kappaB

## Abstract

To define alterations early in tumor formation, we studied nerve tumors in neurofibromatosis 1 (NF1), a tumor predisposition syndrome. Affected individuals develop neurofibromas, benign tumors driven by *NF1* loss in Schwann cells (SCs). By comparing normal nerve cells to plexiform neurofibroma (PN) cells using single-cell and bulk RNA sequencing, we identified changes in 5 SC populations, including a de novo SC progenitor–like (SCP-like) population. Long after *Nf1* loss, SC populations developed PN-specific expression of *Dcn*, *Postn*, and *Cd74*, with sustained expression of the injury response gene *Postn* and showed dramatic expansion of immune and stromal cell populations; in corresponding human PNs, the immune and stromal cells comprised 90% of cells. Comparisons between injury-related and tumor monocytes/macrophages support early monocyte recruitment and aberrant macrophage differentiation. Cross-species analysis verified each SC population and unique conserved patterns of predicted cell-cell communication in each SC population. This analysis identified PROS1-AXL, FGF-FGFR, and MIF-CD74 and its effector pathway NF-κB as deregulated in *NF1* SC populations, including SCP-like cells predicted to influence other types of SCs, stromal cells, and/or immune cells in mouse and human. These findings highlight remarkable changes in multiple types of SCs and identify therapeutic targets for PN.

## Introduction

Neurofibromatosis type 1 (NF1) is a common genetic human disorder with a frequency of approximately 1:2500 worldwide (1). Plexiform neurofibromas (PNs) occur in 30%–50% of NF1 patients and arise in peripheral nerve bundles, frequently causing substantial morbidity, including pain, neurologic deficit, and motor dysfunction (2). PNs are considered benign, yet no cure exists for PN apart from surgical removal, which is often impossible due to their large size, association with critical anatomic structures, and nerve integration.

*NF1* encodes neurofibromin, a GTPase-activating protein (GAP) that augments the intrinsic GAP activity of RAS proteins; thus, mutation or loss of *NF1* activates signaling through the RAS pathway (3). In a PN genetically engineered mouse model (GEMM; *Dhh-Cre*;*Nf1^fl/fl^*), small-molecule targeting of the RAS/MAPK pathway (e.g., MEK inhibitors) caused tumor shrinkage (4, 5). This result predicted the success of the MEK inhibitor selumetinib in clinical trials, which showed PN shrinkage of 20% or greater in 70% of patients with inoperable PNs (5, 6) and led to FDA approval. Importantly, the successful translation of preclinical findings into the clinic validated and underscored the utility of the PN GEMM for modeling the human disease. While exciting, selumetinib caused maximal PN shrinkage of 50%, and sustained drug administration was required to maintain shrinkage. This resistance may be due to cell autonomous changes in tumor cells and/or to effects on the tumor microenvironment.

The tumorigenic cells in neurofibromas are nerve glial cells called Schwann cells (SCs), reported to comprise 40%–80% of human neurofibroma cells (7). Loss-of-function mutations in both *NF1* alleles are detected in neurofibroma SCs but not in other neurofibroma cell types (8, 9). PN GEMMs in which *NF1* loss is specific to SCs develop PNs (10, 11) that, like human PNs, contain numerous cell types (12). Notably, while macrophages are present in low abundance in normal nerve, 30% of PN cells are Iba1^+^CD11b^+^F4/80^+^ monocytes/macrophages that may play roles in PN initiation and growth (13–15). Neurofibromas also contain a network of nerve CD34^+^ fibroblasts, believed to manufacture most of the collagen-rich matrix that accounts for much of PN dry weight (7, 16). Minor PN cell populations of dendritic cells (DCs) and T cells are implicated in tumor initiation (17). Mast cells are present in neurofibromas, although their genetic ablation does not affect tumor formation (18). None of these immune or stromal cell types are well characterized.

SCs and/or their progenitors are crucial for neurofibroma formation. In SC development, embryonic neural crest cells that contact peripheral neuron axons differentiate into SC precursors (SCPs), and then immature SCs (19). SCPs have properties of stem/progenitor cells, which can differentiate along multiple lineages and self-renew in vitro. SCPs are present in developing nerve and in postnatal rodent dorsal root ganglia (DRGs) but not in adult nerve (20). In GEMM, *Nf1* loss of function in nerve glial cells at the SCP stage is sufficient to cause PNs (10, 11, 21, 22). Mouse and human PNs contain rare (1%–2%) EGFR^+^ cells that express the SC marker S100 (23). Cells positive for the SC lineage marker P75NGFR and EGFR sorted from human tumors have properties of stem/progenitor cells, including self-renewal and multiple-lineage differentiation (24). Supporting the idea that PN SCP-like cells are tumor-initiating cells, *Nf1*-mutant embryonic SCPs and P75NGFR^+^EGFR^+^ SCP-like cells from PNs form neurofibromas on in vivo transplantation (15, 24, 25). Characterization of these cells is critical for mechanistic understanding of tumorigenesis.

SCs that attach to neuronal cell bodies form satellite glial cells (SGCs) (26). Other SCs actively sort large diameter neural axons to form promyelinating SCs and then myelinating SCs. In contrast, SCs associated with groups of small diameter axons (<1 μm) form nonmyelinating SCs (NMSCs) called Remak cells, likely through a transitional SC intermediate (27). In Remak bundles a single NMSC packages 6–20 small diameter axons (28). In PN mouse models, mature NMSCs progressively dissociate from nerve axons and have been proposed as a source of PNs (29, 30). Similarly, in human PNs, NMSCs ensheath 0–2 axons (31). How each SC population is affected by loss of *NF1* and/or whether specific SC populations modulate functions of PN immune/stromal cells is unknown.

To define the PN transcriptome at single-cell resolution, we used single-cell RNA sequencing (scRNA-seq) in the *Dhh-Cre*;*Nf1^fl/fl^* PN GEMM and human clinical samples. The resolution of these experiments allowed the identification of extensive changes in PN cell populations that occur over time in the *Dhh-Cre*;*Nf1^fl/fl^* PN model and the discovery of similar cellular populations in human PNs. This data set allowed us to comprehensively define the cell-cell communication predicted to occur, in both species, between tumor SCs and immune/stromal cells. Finally, we identify several pathways that may be targets for therapy.

## Results

To characterize transcriptional programs activated by loss of *Nf1* in the SC lineage we performed scRNA-seq, using cells from the *Dhh-Cre*;*Nf1^fl/fl^* GEMM. In this model, PNs primarily form around cervical DRGs, so as controls we used normal DRGs, with associated nerve roots and proximal nerve trunks from littermates. We isolated cells at 2 months old (before PNs form in mutants) and at 7 months old (when PNs are present in all mutants) (Figure 1A). We performed dimensionality reduction, clustering, and sample integration to define 31 unique cell populations in PNs and controls (Figure 1B); 25 distinct cell populations remained after requiring more than 3 unique marker genes/cluster and no unique clusters had a doublet percentage of greater than 15% using Scrublet (32). Notably, even though *Dhh-Cre* causes loss of *Nf1* in SCs at embryonic day 12.5 (E12.5), cell population changes were robust only later, in 7-month PNs. In total, 5 immune cell populations and 7 stromal cell clusters were present (Figure 1C). Significant heterogeneity of, and increase in proportions of, immune and stromal cell populations developed in PNs over time, as compared either with littermate 7-month wild-type controls or with 2-month mutants (*Dhh*-*Cre*;*Nf1^fl/fl^* [pretumor]).

### Mouse PN immune and stromal cells.

Immune and stromal cell populations included 2 populations: Macrophages 1 (c1: *C1qa*, *C1qb*, *C3aR1*, *Cd68*, *Csf1r*, *Tlr2*, and *Cd86*) and 2 (c6 + c9: *Ccr7*, *Csf2rb*, *Il1b*, and *Cd74*) expanded in PNs as a percentage of total tumor cells (Figure 1C). The c6 macrophage population that appeared de novo (c6: *CD36*, *Il1b*, *P2ry10*, and *Cd83*) did not contain more than 3 unique markers. DCs clustered with Macrophage c1; they expressed *Cd14*, *Ctss*, *Lgals3*, *Ms4a7*, *H2-Eb1*, *Cxcl16*, *Stamf7*, *Adgre1*, *Trem2*, and *Retla*. Mast cells, characterized by expression of *Cma1* and *Mcpt4* in peripheral nerves (33), clustered alongside Macrophages c9.

We also identified genes characteristic of putative myeloid-derived suppressor cells (MDSCs) (*Aspv1*, *Clec4d*, *Clec43*, *Ccr2*, *Cxcr2*, *Il1b*, and *Csf3r*) (34), which have not previously been described to the best of our knowledge in PNs. The MDSC cluster accounted for less than 1% of total immune cells in PNs, was enriched in *Il1b*, and uniquely expressed *Clec4d*, *Clec4e*, and *Csf3r* (Supplemental Table 2; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.154513DS1). *S100a9*, encoding a protein with key roles in the regulation of inflammatory processes and immune response, was the top marker of this cluster; *S100a9* is typically expressed at lower levels in monocytes/macrophages and DCs. We also confirmed the presence of T cells, with proportions consistent across all conditions (4% of total immune cells).

Stromal cells, like macrophages, were dramatically enriched in PNs (Figure 1C). Among the top 50 genes expressed in all fibroblast clusters was *Il33*, encoding a cytokine and transcriptional regulator often associated with inflammation. Nerve-resident endoneurial fibroblasts were relatively reduced. Perineurial cells, fibroblasts that form the blood-nerve barrier, did not change in abundance (c12; *Cav1*, *Ptch1*, *Slc2a1*, *Mpzl2*, *Lypd2*, and *Cldn1*) (33). Fibroblasts 1 (c0) was marked by *Cd34*, *Apod*, *Inhba*, *Dcn*, *Lum*, and the inflammatory cytokines *Cxcl1*, *Ccl11*, and *Ccl2*. Fibroblasts 2 expanded in tumors (c4; *Ptx3*). Cells in each fibroblast cluster (and SC clusters) upregulated transcripts that encode collagens (Supplemental Figure 3) and other matrix components, but we note that extended processing time can affect stromal cell gene expression (35). We also identified increased proportions of endothelial cells (c13; top unsupervised marker *Flt1*; the top 50 markers included *Pecam1*, *Cdh5*, *Egfl7*, *Emcm*, and *Esam*) (33). There was an unexpected increase in proportions of pericytes (c17; *Acta2*, *Myh11*, and *Myl9*) in PNs.

To define changes unique to tumors we assessed pairwise scRNA-seq gene expression changes between PNs and age-matched controls. Intriguingly, there were global changes in gene expression across all the identified clusters. Among the 21 cell populations with sufficient representation in both tumors and controls we identified 4,422 differentially expressed genes, associated with both commonly disrupted gene expression changes across cell populations and cell-type-specific differences. These genes include those broadly predicted to be upregulated by the transcription factors Jun, NF-κB1, and Yy1, and transcripts associated with basal lamina and β1 integrin cell surface interactions. Conversely, broadly downregulated genes were enriched in previously experimentally observed targets of Spi1, which is associated with transcripts mediating energy metabolism.

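Bulk RNA-seq was used to measure transcripts in whole, undissociated tissue. Total RNA was extracted from control DRGs with their nerves (n = 3, labelled *Nf1 fl/fl*) and from PNs of *Dhh-Cre;Nf1 fl/fl* mice (n = 11), and the amplified libraries were aligned by the authors to mm10. By MRI at 7 and 9 months, 5 PNs had changed in volume by less than 5 mm3 over 2 months and were called slow growing, and 6 had grown by more than 35 mm3 and were called fast growing. The Methods give the age of these mice as 9 months and the legend of Figure 1D gives it as 7 months. The authors deposited whole-number read counts per gene, without normalization, for each of the 14 libraries. Between 9596773 and 17594164 reads per library were counted on genes, with a median of 10627393 in controls, 11707116 in slow-growing PNs, and 14459516 in fast-growing PNs. The smallest level that 3 counts could show ranged from 0.171 to 0.313 CPM (counts of a gene scaled to a common library size) across libraries, and this floor covers counting error only. The floxed gene was examined first. *Nf1* lies on chromosome 11 of mm10 from 79339693 to 79581612 on the plus strand. Its TMM-normalized level was 229, 154, and 131 CPM in the 3 controls (mean 171 ± 51.5, SD) and 248 ± 22.9 CPM in PNs (SD, n = 11), a log2 fold change of 0.54 (standard error 0.16, adjusted p = 0.0215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the trend of transcript length and GC content removed from each library, an alternative chosen after seeing the data, the adjusted p of this edgeR fit was 0.191 after Benjamini-Hochberg adjustment, and it was 0.120 without control DRG4, 0.163 without control DRG5, and 0.354 with skeletal muscle and fat scores as covariates, also chosen after seeing the data. Counts per gene do not separate the floxed exons from the rest of the transcript, and SCs are a part of the tissue, so the level of *Nf1* could not check the genotype of a library. It was not lower in the libraries labelled PN, and the groups are named here as they are labelled.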

To verify that the identified populations and global changes represent populations detectable in unperturbed PNs, we compared the scRNA-seq expression data to bulk RNA-seq gene expression data from control DRGs/nerves (*n* = 3) and PNs (*n* = 11; *n* = 5 slow growing and *n* = 6 fast growing). This analysis found 890 transcripts deregulated in the same direction in single cells as compared to bulk profiles, indicating that bulk profiles are an agglomeration of diverse cell populations (immune, stromal, Schwann, neuronal) and broad *Nf1*-induced gene expression changes (Figure 1D). 

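In the bulk libraries labelled PN, 16283 genes passed edgeR's expression filter and were tested against the controls. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4283 genes (26.3%) had changed, of which 2103 were higher and 2180 were lower in PNs. In 2875 genes, every PN lay on the same side of every control, which is 17.7% of the tested genes against the 0.549% that chance gives. The alternative that moved the number of changed genes most was a fit with skeletal muscle and fat marker scores as covariates, chosen after seeing the data, which left 563 genes. Scores shuffled within control and within PN removed about as many lower calls in the median, so this fall cannot be laid to muscle and fat. For the comparison with single cells, directions were taken from the readable part of Supplemental Table 4, which compares tumor and 7-month control cells, with entries for 23 clusters. It lists 899 genes, of which 787 have the same sign in every cluster that lists them, 678 as higher and 109 as lower in tumor. Of these 787 genes, 761 were tested in bulk. Among them, 90 genes had changed in bulk in the same direction as in single cells (83 higher and 7 lower), and 85 had changed in the opposite direction. In 10000 random gene lists of the same size, matched on mean bulk expression, the median was 115 genes in the same direction and 96 in the opposite direction. The counts of 90 and 85 were at percentile 0.27 and percentile 8.41 of these lists. The balance depended on the libraries. Fast-growing PNs versus controls gave 179 genes in the same and 85 in the opposite direction, and slow-growing PNs versus controls gave 19 and 48. With each library left out in turn, the same-direction count for all PNs ranged from 23 to 142. The longer list of genes behind the heatmap was not found in the readable tables, so it was not analysed here. The percentiles therefore hold for the readable list only. Its directions are also uncertain. Of its 2284 entries, 2021 had a positive log fold change in tumor, but only 13 listed a higher share of cells with the transcript in tumor. From the transcripts with the same direction in both data sets, the paper concludes that the bulk profiles combine diverse cell populations with broad changes induced by loss of *Nf1* (Figure 1D).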

We hypothesized that loss of Nf1 in SCs causes transcriptomic changes not only in SCs, but also in immune and stromal cells, as robust changes are present in immune and stromal cells in tumors versus controls, and transcriptional reprogramming is demonstrable both by bulk RNA-seq and single-cell analysis.

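To measure the cell populations within the bulk profiles, the top 50 markers of each cluster in Supplemental Table 2 were grouped by the cell types in Supplemental Table 3, and markers that occurred in more than 1 of the 4 groups were left out. The score of a library was the mean of log2(CPM + 1) over the markers of a group. The immune score, over 169 markers, was 4.43 ± 1.06 in controls (SD, n = 3) and 3.54 ± 0.63 in PNs (SD, n = 11), a difference of -0.90 (exact two-sided permutation test over all splits of 3 against 11, p = 0.0907, Benjamini-Hochberg adjusted p over the 4 groups = 0.181). The stromal score, over 223 markers, was 5.33 ± 0.15 in controls and 5.14 ± 0.52 in PNs, and the difference of -0.18 was smaller than the spread between PNs (same exact test and adjustment, adjusted p = 0.563). The SC score, over 99 markers, was 5.43 ± 0.37 in controls and 5.95 ± 0.30 in PNs. Its difference of 0.52 did not pass the adjustment (exact permutation p = 0.0275, Benjamini-Hochberg adjusted p = 0.110), and 8 of the 11 PNs were above every control. The neuronal score, over 165 markers, was 5.46 ± 0.53 in controls and 5.91 ± 1.11 in PNs (exact permutation test, Benjamini-Hochberg adjusted p = 0.563). The choice that moved these tests most was the camera gene set test of limma, which takes genes and not libraries as its units. This camera test gave a Benjamini-Hochberg adjusted p of 3.09e-07 for the immune markers, lower in PNs, and 0.00269 for the SC markers, higher in PNs. The immune scores of the controls were uneven, at 3.22 in DRG3, 4.94 in DRG4, and 5.15 in DRG5. Skeletal muscle and fat scores were lower in every PN than in every control, and the marker scores were not tested against them. Between fast- and slow-growing PNs, no score differed after adjustment (lowest adjusted p = 0.139, exact permutation test over all splits of 5 against 6, Benjamini-Hochberg). Gene by gene, 1 immune marker was higher and 45 were lower in PNs, 21 stromal markers were higher and 40 lower, 31 SC markers were higher and 10 lower, and 8 neuronal markers were higher and 1 lower. Of 15 immune genes that the paper names for macrophages, mast cells, and MDSCs, 0 were higher and 4 were lower, counted over all genes tested or over the named genes alone. Among those lower was *S100a9*, with a log2 fold change of -2.86 (standard error 0.74, adjusted p = 0.0119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); its SD in controls, 344 CPM, was larger than their mean of 251 CPM, and without control DRG5 its adjusted p was 0.659 (edgeR, Benjamini-Hochberg). *C1qa* differed by less than its standard error (log2 fold change -0.15, standard error 0.80), and its sign changed without control DRG4 and with the length and GC trend of each library removed. Of 12 SC genes, 4 were higher and 0 were lower, among them *Scn7a* (log2 fold change 2.32, standard error 0.39, adjusted p = 0.00063 from edgeR with Benjamini-Hochberg adjustment). *Gfap* rose by 3.04 and *Sox2* by 2.53 on the log2 scale (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0336 and 0.0224), and neither passed the threshold without DRG4 or without DRG5. *Gfap* also lost the call without DRG3 and without fast-growing PN 1214. Of 13 stromal genes that the paper names, 0 were higher and 1 was lower, counted over all genes tested or over the named genes alone.

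**Figure D1:**
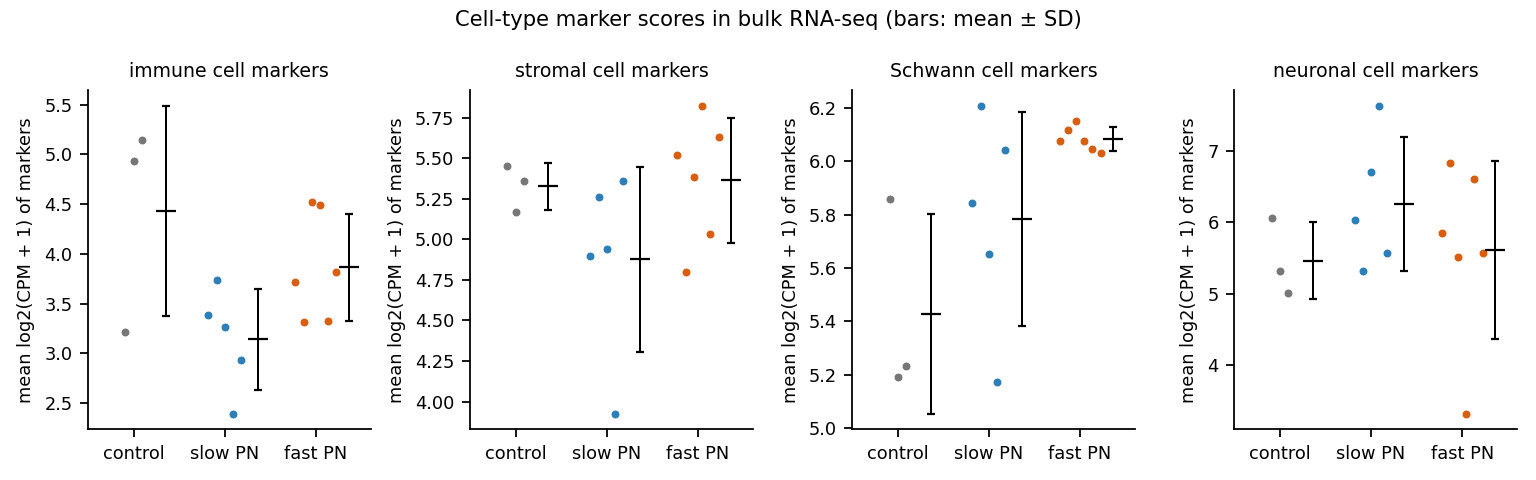
Cell-type marker scores in bulk RNA-seq, as the mean of log2(CPM + 1) over the markers of a group (vertical axes, which do not start at 0). Each point is a library of the control (n = 3), slow-growing PN (n = 5), or fast-growing PN (n = 6) group, and bars give the mean ± SD; the immune scores of PNs overlap those of the controls, and 8 PNs have a higher SC score than every control.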

### Mouse neurofibroma SC populations.

Given that SCs are the only cells with Nf1 loss in the *Dhh-Cre;Nf1^fl/fl^* model, we closely analyzed the 5 identified SC populations; the relative abundance of 3 of 5 SC populations changed on PN formation (Figure 2A). Dissociation methods and sorting methodology can limit SC population recovery. Recent quantification of SCs by nuclear single-nuclei RNA-seq (snRNA-seq) found that myelinating SCs (MSCs) accounted for 73.5% of all SCs, and MSCs plus NMSCs for 40% of the total cells in the sciatic nerve (36). Our dissociation and sorting of wild-type DRGs/nerves showed similar percentages; MSCs accounted for 25.4% and NMSCs for 4.8% of total cells, and of SCs, 70.4% were MSCs and 13.4% NMSCs. As expected, SGCs were also present in our proportions and accounted for 5.4% of total cells and 16.2% of SCs. Therefore, while dropout remains a potential concern, these results suggest that we captured representative cell populations.

Figure 2B shows a heatmap displaying expression of the top 5 gene markers that define each cell cluster. Cell-type-specific changes in gene regulation were associated with largely distinct gene regulatory programs, especially in MSC 2 and NMSCs. The top 50 markers/SC cluster (Supplemental Table 2) were used for comparison to available marker lists (10, 18, 27). Importantly, none of the PN SC populations, including NMSCs, showed expression of *Olig1*, *Shh*, or *Artn*, which mark the SCs lacking axonal contact after nerve injury (e.g., repair SCs; ref. 37); however, these genes are not highly abundant even after nerve injury, so some caution in interpretation may be warranted. Rather, 4 of 5 PN SC populations resembled recently described normal SC populations; the fifth resembled SCPs.

MSC 1 (c2) and MSC 2 (c11) were relatively enriched in characterized markers *Pmp22*, *Cryab*, *Mal*, *Mpz*, and *Cldn19*. Two MSC clusters were also identified by Gerber et al. (27). Importantly, *Pou3f1* (also known as *SCIP* or *Oct6*), normally a marker of immature/promyelinating SCs, was enriched in both of these PN clusters and was the in the top 2 markers of MSC 2. MSC 2 also expressed *Fos* and *FosB*, suggesting *Nf1* inactivation or Ras pathway activation (38). The expression of immediate early genes can result from long dissociation times, but our finding that only one of the MSC clusters expressed *Fos* and *FosB* suggests specificity unrelated to dissociation. The percentage of MSCs diminished as other SC types expanded in PNs.

In PNs, NMSCs (c5) are abnormal Remak cells associated with one or a few axons; NMSCs increased 3.1-fold in PNs (49% versus 13% in controls), consistent with NMSC proliferation in vivo (29). NMSCs were enriched in *Anxa1*, *Gfap*, and *Sox2*, as well as the NMSC-specific transcripts *Scn7a* and *Chl1*. NMSCs also showed enriched expression of the genes *Ptn*, *Ank3*, *Emp1*, and *Jun*, normally enriched in transition SCs, which are differentiating NMSCs (27). The SC genes *Foxd3* and *Gdnf* were also enriched in this PN cluster (39). PN SGC (c8) were defined by expression of *Fabp7* (40) and *Cxcl10*.

SCP-like cells (c21) accounted for 11% of the SCs in PNs. In contrast, only 2 cells were SCP-like in 2-month controls, none in 7-month controls, and 5 in 2-month *Dhh-Cre;Nf1^fl/fl^* pretumors. These cells therefore develop and/or expand as PNs form. SCP-like cells were enriched in transcripts characteristic of multiple stages of the SC lineage. The top gene in this cluster was *Postn*, which is normally an SCP/immature SC marker. *Tnc* is also an SCP/immature SC marker. *Chl1* and *C4b* normally mark NMSCs, *L1cam* marks transition SCs or NMSCs, *Sparc* and *Gatm* mark transition SCs, and *Serpine2* marks immature or promyelinating SCs (27, 41). *Ccnd1*, normally enriched in SCPs, immature SCs, or promyelinating SCs, is a marker of cell proliferation. *C4b* and *Sox4* were among the top 50 markers in PN NMSCs and SCPs. C4b is a complement pathway component normally expressed in NMSCs. *Sox4* marks SCs in peripheral neuropathy and is normally expressed in immature and promyelinating SCs (27, 41).

Loss of *Nf1* in SCs occurs in the Dhh model at E12.5, yet few SC genes showed altered expression in 2-month-old *Dhh-Cre;Nf1^fl/fl^* cells (Supplemental Table 4). To define *Nf1-*driven changes, we compared each SC cluster in 7-month PN SCs to controls. Subclustering revealed changes in each SC population that were unique to PNs (Figure 2, C–G). Most PN SCs were also distinguishable from normal cells in uniform manifold approximation and projection (UMAP) plots; 100% of MSC 1, 80% of MSC 2, and 75% of NMSCs separated from normal cells. *Dcn*, *Apod*, and *Cd74* each showed increased expression in multiple SC clusters. Top upregulated genes per SC subcluster in PNs were MSC 1 (*Timp3*, *Sdc4*, *Dcn*, *H2-Ab1*, and *Cd74*), MSC 2 (*Apod*, *Dcn1*, *Cd74*, *Lum*, and *H2-Ab1*), NMSCs (*Apod*, *Postn*, *Dcn*, *Col5a2*, and *Serpine2*), and SGCs (*Dcn*, *Apod*, *Cd74*, *H2-Aa*, and *H2-Eb1*). The extent of gene expression change from 2 months to 7 months is shown for NMSCs (Figure 2, D and E). Only SGCs showed changes at 2 months; an SGC subcluster present at 2 months in only a few cells expanded by 7 months (Figure 2C). Pathway enrichment analysis of expanding SGC subcluster 1 using ToppGene (https://toppgene.cchmc.org) revealed enrichment of genes associated with mouse phenotype “Decreased response to injury” (Mouse Genome Informatics [http://www.informatics.jax.org/vocab/mp_ontology] mammalian phenotype term ID MP:0001876; *P* = 2.2 × 10^–11^). Pathway analysis showed “lung fibrosis” (WikiPathways [https://www.wikipathways.org] pathway ID M39477; *P* = 5.9 × 10^–15^). This SGC subcluster contained numerous cytokines and deserves further analysis. Based on these results, we performed enrichment analyses using Enrichr (https://maayanlab.cloud/Enrichr) by comparing MSigDB HALLMARK gene signatures between pretumors and tumors for each SC cluster (Figure 3A). MSCs in tumors (C2) showed response to injury reported for normal mice at early time points (39), while in those MSCs in C11 the responses were suppressed. NMSCs and SCP-like cells were notable for continued epithelial-mesenchymal transition (EMT) response in tumors; SGCs showed limited expression of injury response genes. After nerve injury, bridge cells (e.g., crush site cells through which axons will regenerate) and the distal nerve stump SCs alter gene expression and take on some mesenchymal traits, including an increase in EMT (39). We visualized SC-injury-associated EMT genes in pretumor and tumor SC clusters (Figure 3, B and C). Few showed significant expression, indicating that this response to injury in tumor SCs differs from that of nerve injury. Also, we note that in neurofibroma mouse models, tumors form around peripheral ganglia and in proximal peripheral nerve trunks. In contrast, nerve injury studies used mouse peripheral (sciatic) nerves and not ganglia. Therefore, RNA from different regions of the peripheral nervous system were used for these comparisons; further studies are required to determine whether regional variation in gene expression is a significant limitation of this study.

### NF-κB–induced pathways are activated in PN tumors.

To identify specific molecular programs induced in PN SCs, we performed network analysis of genes and predicted upstream regulators in cell populations identified in PNs using the software cellHarmony (42) (Figure 4). Both NMSCs and SGCs showed prominent regulatory and signaling interactions that highlighted NF-κB, RAS/MAPK, and STAT pathway activation; similar putative regulatory impact was also observed in other SC clusters (Supplemental Figure 4). In NMSCs this included upregulation of the RAS/MAPK target *Ets1* and downregulation of its targets (Figure 4A). Coordinate upregulation of NF-κB components (*Nfkbia*, *Nfkb1*, and *Rela*) and their targets (e.g., *Lgals3*, *Nr2f2*, *Csf1*, *Pdgfa*, and *Fgf1*) was observed in these cells along with factors mediating STAT-induced-feedback STAT inhibitor family (e.g., *Socs3*), indicating pathway activation.

In SGCs we identified upregulation of the RAS/MAPK pathway components *Fos*, *JunB*, *Jun*, and *Egr1*, and pathway target genes including *Dusp1*, a negative regulator of RAS/MAPK (Figure 4B). The NF-κB pathway was the central node in this cluster; *Nfia*, *Rel*, *Nfkbiz*, *Nfkbia*, and *Nfkb1* were upregulated, as were their downstream target genes *Cxcl10* and *Vim*; RAS/MAPK and NF-κB were predicted to converge to increase *Il1b* expression, confirming gene expression analysis in sorted PN SCs (43). *Stat3* was also upregulated; STAT3 is critical in PN SCs (17). Thus, after *Nf1* loss, transcriptional reprogramming in SCs, and activation of the NF-κB pathway, tumor formation/transcriptional reprogramming are observed in tumor immune cells and stroma. To test whether NF-κB is active in PNs we carried out double labeling. PN SCs expressed a GFP lineage tracer marking *Nf1* recombination. DAPI^+^ nuclei containing detectable, activated (nuclear) p65 represented 2.22% ± 0.33% of tumor cells, and, of GFP^+^ *Nf1*-mutant SCs, 7.12% ± 1.15% of mutant SCs do so. Thus, GFP^+^ cells were enriched for expression of nuclear, active, phosphorylated p65 protein, a readout of NF-κB pathway activity (Figure 4, C and D).

Ex vivo, SCP-like colonies from human PNs showed more p65 and p50 than normal human SCs on Western blots, and SCP-like colonies from mouse PNs showed elevated p65 and p50 as compared with SCP colonies from wild-type embryos; SCP colonies from *Nf1^–/–^* embryos were intermediate (Figure 4E). A specific dominant negative form of IKα, which irreversibly binds NF-κB (p65/p50) in the cytoplasm to inhibit p65 cytoplasm-nuclei translocation (44), slightly reduced numbers of sphere-forming cells from primary SCP spheres and significantly reduced *Nf1^–/–^* sphere number (Figure 4G) and resected primary human PN SCP-like spheres (Figure 4F). This correlated with decreased levels of p65 on Western blots (Figure 4H). Finally, 38.1% of tumor cell nuclei in human PN tissue sections showed nuclear anti-p65 immunoreactivity (Figure 4I), consistent with the idea that NF-κB–deregulated SCs affect the tumor environment. NF-κB and STAT3 signaling pathways in SCPs and SCs likely contribute to expression of cytokines, chemokines, and growth factors to maintain ongoing inflammation and recruitment of immune cells in PNs, and activation of stromal cells.

### Broad cellular impacts in mouse NF are reproduced in human NF.

Thus, after *Nf1* loss, transcriptional reprogramming in SCs and activation of the NF-κB pathway and tumor formation/transcriptional reprogramming in tumor immune cells and stroma are observed. To identify the transcriptional changes in PN GEMM that are shared in human PNs, and therefore potentially targetable, we compared human and mouse PNs. Whole-body imaging identified 4 PNs in 3 NF1 patients (Figure 5A), which were resected for clinical indications. The lesions were anatomically located in the left upper extremity associated with the median nerve (tumor 1), the extradural region of the posterior left cervical spine (tumor 2), the superficial inguinal region (tumor 3), and the pelvis associated with the lumbar plexus (tumor 4). MRI and operative findings demonstrated that these lesions were located distal to the DRGs, where neuronal cell bodies and their attendant SGCs are located. The tumors were dissociated and profiled using scRNA-seq; similar processing time and methodology were used in mice and to minimize differences between species. We also used the same analytical pipeline to process the human data. In human PNs, 30 unique clusters were identified (Supplemental Figure 5). To assess the reproducibility of observed PN cell populations from mouse to human, we projected the mouse PN cell populations to all human PN cells. This analysis found that of the 31 mouse clusters, 20 clusters were readily identified in human PNs; the majority were not observed in normal mouse controls (Figure 5B). No neurons (which accounted for 8 mouse clusters) were identified in human PNs, attributable to surgical avoidance of peripheral ganglia during human tumor resection. Notably, all 5 SC populations were detected in human PN samples, including SCP-like cells and cells expressing markers of SGCs in human PNs (*FABP7* and *CXCL10*). NMSCs showed strikingly similar proportions in mouse and human, at 49% of total SCs (Figure 5C).

Notable differences between mouse and human NF were that human PNs contained smaller proportions of SCs and far greater proportions of immune and stromal cells (Figure 5C). For example, only 0.7% of human PN cells were SCs, as compared with 14% in mouse PNs. Progressive changes in human tumors likely explain this result, although there are known immune cell differences between species. Human PNs had no Fibroblast 2 cluster cells, which accounted for 26% of mouse PN stromal cells.

### Receptor-ligand interactions in PN.

To identify potentially actionable cellular interactions that underly the substantial inflammatory response effects in PN, we searched for altered receptor-ligand interactions using the software CellPhoneDB (45). Although such analyses are typically hindered by an excess of false positive predictions, we were able to leverage conserved receptor-ligand interactions, observed in the same cell populations in both mouse and human PNs, and absent in controls (Supplemental Table 5). From this analysis, we found that the MSC 1 cluster is not predicted to have frequent receptor-ligand interactions that are unique to tumors (22 interactions), while the MSC 2 cluster is predicted to have some (141 interactions), and NMSCs and SCP-like cells many (286 and 216 interactions, respectively). We analyzed those genes with predicted altered expression in SC clusters, after manual annotation to verify ligand/receptor status in the literature and evaluating expression levels for elevated expression in mouse tumors (not shown).

We found that SC types upregulated expression of ligands predicted to influence other SCs and/or stromal/immune populations (Figure 6, A–D). For example, PTN (pleiotrophin) and MDK (midkine) are homologous ligands known to increase in response to inflammation and reported to influence many aspects of cancer biology, which are transcriptionally responsive to NF-κB. Both ligands bind the tyrosine phosphatase PTPRZ1 and other cell surface receptors (46). *MDK* and *PTN* transcripts were elevated in mouse *Nf1^–/–^* SCs, and MDK immunoreactivity was detected in PN SCs (47). Also, PROS1 was expressed by stromal cells, immune cells, and some SCs. Via the AXL receptor, PROS1 is predicted to affect SCP-like cells, other types of SCs, and stromal/immune cells (Figure 6B). *FGF1* and *FGF2* were predicted to be mainly produced by MSC 2, and to influence receptors on stromal cell populations (Figure 6C). Thus, different sets of ligands are produced by specific types of tumor SCs, and affect various types of SCs, immune cells, and stroma. In addition, human and mouse SCP-like cells and NMSCs expressed *C4b* (complement factor 4b), which is necessary for production of downstream complement peptides that modulate innate immune responses. The complement receptors *C5ar1* and *C3ar1* were predicted to be expressed on some PN macrophages, DCs, and other immune cells.

SCP-like cells, in mouse and human, uniquely expressed the ligands macrophage migration inhibitory factor (*MIF*) and *APP* (Figure 6D). Expression of *CD74*, the MIF receptor, was predicted to be enriched in immune cells, especially macrophages/DCs, and to a lesser extent in SCPs (data not shown). CD74 immunoreactivity was undetectable in normal mouse nerve, and dramatically increased in mouse PNs (Figure 7A). Most human PN cells showed CD74 staining (Figure 7A). Double labeling CD74^+^ cells with antibodies recognizing CNPase (SCs; Figure 7B), CD11b (macrophages; Figure 7C), and CD11c (DCs; Figure 7D) revealed that of CD74^+^ cells, an average of 20% were CNPase^+^ SCs, 60% were CD11b^+^ macrophages, and 20% were CD11c^+^ DCs (Figure 7, B–D), validating our identification of factors upregulated in PN. The receptor CD74 can activate NF-κB and RAS/MAPK pathways and is potentially targetable in each of these cell types.

Upregulated expression of cytokine/chemokine/growth transcripts that we observe in PNs was also described after nerve injury. After nerve crush, there is a robust influx of immune cells into nerves. We compared PN macrophage subsets to the macrophage populations defined after nerve injury, annotating clusters based on literature review and analysis of developing, adult, and injured murine peripheral nerve (33, 48) (Supplemental Table 3 and Figure 8). On days 1.5–5 after injury, macrophages were proinflammatory; by days 10–37 they resembled antiinflammatory macrophages in normal nerve (48). After normalizing expression across groups to enable comparisons across data sets, in pretumors (2-month *DhhCre;Nf1^fl/fl^*) only a few genes described as part of an early proinflammatory signature (*Saa3*, *Plac8*, *Clec4*, and *Mgst1*) were expressed (Figure 8A). In tumors, overall, genes characteristic of the proinflammatory response showed reduced expression (*Saa3*, *Plac8*, *Fn1*, and *Thbsp1*); only 2 of these proinflammatory genes remained increased (*Ly6a* and *Ccl8*). Thus, PN macrophages, like PN SCs, largely did not show signatures characteristic of the injury response at these time points.

To confirm this conclusion, we analyzed macrophage populations identified on day 3 after nerve injury (49), when expansion of the myeloid compartment peaks. We compared the top 20 genes from each of 5 macrophage clusters to pretumor and tumor macrophages. Cells in our c23 resembled “Mac5” cells, annotated as blood-derived, proliferating myeloid cells with stem-like features (e.g., monocytes), are prominent in protumors but rare in tumors. Expression of most Mac1–Mac4 genes (cells differentiating into nerve-specific macrophage types) was also decreased in tumors (Figure 8B). Exceptions to the notable decrease in injury-related genes is the elevated expression of MHCII genes (*H2-Aa*, *H2-Ab1*, and *H2-Eb1*) and the invariant chain of MHCII (*Cd74*), which are important for antigen presentation to T cells; expression of these genes is a characteristic of nerve macrophages. Another feature of nerve macrophages after injury is elevation of expression of phagocytosis-related “eat me” and “don’t eat me” genes (Figure 8C). Many of these genes, present in the Mac4 cluster, as in the setting of nerve injury, were expressed in pretumor macrophages. Like expression of most other injury-related markers, we observed blunted expression of engulfment-related genes in tumor macrophages.

## Discussion

We identified 5 types of SCs in mouse and human PNs, each with unique patterns of gene expression, including unique patterns of predicted cell-cell communication. Most PN SCs resemble normal SC populations: NMSCs, SGCs, and 2 populations of MSCs. However, each PN SC population developed patterns of gene expression that were different from those in normal nerve, including SC *NFkB*/*Stat3*/*Ap1* activation that correlated with the increased presence of immune and stromal cells in PNs. We identified SCP-like cells in PNs that were absent in controls. SCP-like cells upregulated expression of *MIF*, encoding a ligand for the receptor CD74 that can activate the NF-κB and Erk1/2 pathways (50, 51); *CD74* is expressed in PN SCs, macrophages, and DCs.

SC reprogramming was negligible at 2 months of age in most SC populations, more than 2 months after the genetic loss of *Nf1* occurs in these cells. *NF1*-mutant SCs therefore gradually rewire the PN microenvironment, to evade immune suppression and generate a permissive environment for tumor growth. PN NMSCs also differ from normal NMSCs by gradually elevating expression of markers of more immature SCs, those developing into mature Remak cells (27). The timing of altered NMSC gene expression correlates with the progressive Remak bundle disruption observed in PN models. Some of these SGCs (14, 29) are the first SC type that shows significant changes in PN gene expression. Two aberrant subsets of SGCs appear at 2 months of age, and one expands in PNs. Intriguingly, SGC-marker-containing cells were also detected in human PNs, although no neurons were present in the resected samples. We postulate that after loss of NF1, SC population(s) take on characteristics of SGCs. Our data are consistent with the observation that *Cxcl10* and *FABP* expression increases between 1 and 2 months of age in *Dhh-Cre;Nf1^fl/fl^* sciatic nerves; Fabp7 is normally a marker of normal SCPs and of SGCs in adult nerve (14).

Although normal adult nerves/DRGs do not contain stem cells, we identified an SCP-like population in PNs (20). SCP-like cells were present at low abundance (or absent) in 2-month *Dhh-Cre;Nf1^fl/fl^* samples. They expressed markers of SCPs, immature, transitional, and premyelinating SCs but did not express neural crest cell markers. *Ccnd1* was a unique top marker for the SCP-like population; *Ccnd1* is characteristic of proliferating progenitor cells, not stem cells. We posit that SCP-like cells arise through dedifferentiation of mature *Nf1^–/–^* SCs, as suggested in prior studies (29, 52). SCP-like cells increase in number in PNs; taken together with findings that *Nf1^–/–^* embryonic SCs show limited in vitro self-renewal capacity and form neurofibroma-like lesions in mice (24, 25), we conclude that these are progenitor-like cells with roles in PN formation and/or growth.

SCP-like cells are also marked by elevated expression of periostin (*Postn*), which is also upregulated by neurofibroma NMSCs. Periostin is an extracellular ligand for integrins; it also promotes fibrosis and is often expressed at sites of injury/repair and inflammation. In a model of polyneuropathy, and in injured nerve, periostin expression was also upregulated in SCs (39, 52). *Postn* deletion in cardiac nerve Remak cells resulted in nerve defasciculation (53). *Postn* deficiency also delayed and reduced neuropathy, and decreased numbers of nerve macrophages (54). *Postn* might play similar key roles in PN fibrosis and/or macrophage recruitment. Another gene with aberrant upregulated expression in PN MSCs and SGCs is *Dcn*, which encodes a secreted extracellular proteoglycan. Analyzing the contributions of these genes to PN should be a fruitful area for further study.

SC reprogramming occurs after *NF1* loss and is concomitant with NF-κB activation signatures in PNs. Reprogramming is unlikely to be genetic, as recurrent genetic lesions apart from those at *NF1* itself have not been identified in PN SCs (25, 55). When tumorigenesis is driven by mutant RAS, oncogenic stress and apoptosis initially occur (56, 57). This effect can be counteracted by activation of prosurvival pathways downstream of RAS, and by constitutive NF-κB activity, promoting tumorigenesis (57, 58). Factors released from tumor cells feed forward to increase activation of NF-κB (NF-κB1), STAT3, and AP1 (JUN, JUNB, and FOS) in surrounding cells (59, 60). Loss-of-function mutations in *NF1* activate RAS and are therefore likely to mimic RAS-mutation-mediated early stress/apoptosis.

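In bulk RNA-seq of whole tissue, 22 of the genes that the Results name as components or targets of the NF-κB, STAT3, and AP-1/RAS-MAPK responses were examined in PNs versus controls. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 6 had changed, 2 higher and 4 lower, with Benjamini-Hochberg adjustment over all tested genes or over the 22 genes alone. None of the 5 NF-κB components in this list changed (lowest adjusted p = 0.0627, edgeR with Benjamini-Hochberg adjustment), although 10 of the 22 genes had an unadjusted p under 0.05. The paper's evidence for NF-κB activity also includes p65 protein staining and blots, which transcript levels of whole tissue do not test. *Nfkb1* (chromosome 3 of mm10, 135584655 to 135691547) had a log2 fold change of -0.24 (standard error 0.24). *Nfia*, which the Results name with these components, was not in the list and was added after seeing the data; its log2 fold change was 0.0021 (standard error 0.16, adjusted p = 0.993, edgeR with Benjamini-Hochberg adjustment). Of 8 targets of NF-κB, *Nr2f2* rose from 47.3 ± 19.3 CPM in controls (SD, n = 3) to 138 ± 52.6 CPM in PNs (SD, n = 11), a log2 fold change of 1.55 (standard error 0.41, adjusted p = 0.0132, edgeR and Benjamini-Hochberg as above). *Stat3* (chromosome 11, 100885098 to 100939540) rose from 127 ± 19.0 to 231 ± 64.6 CPM, a log2 fold change of 0.86 (standard error 0.25, adjusted p = 0.0186 from the same edgeR test and Benjamini-Hochberg adjustment), and every PN was above every control (exact permutation p = 0.00549). With skeletal muscle and fat covariates, *Stat3*, *Fos*, and *Junb* lost the call (adjusted p = 0.315, 0.102, and 0.128, edgeR with Benjamini-Hochberg adjustment). *Fosb* and *Dusp1* kept it (adjusted p = 0.0176 and 0.0413, edgeR with Benjamini-Hochberg adjustment). Shuffled scores removed about as many lower calls in the median, so a lost call in this fit cannot be laid to muscle and fat. *Fosb* fell by 3.63 on the log2 scale (standard error 0.39, adjusted p = 1.74e-05, edgeR with Benjamini-Hochberg adjustment), from 13.3 ± 7.43 to 1.06 ± 0.53 CPM. *Dusp1*, a response gene of RAS-MAPK signaling, fell by 2.24 (standard error 0.24, adjusted p = 1.85e-05, edgeR with Benjamini-Hochberg adjustment), from 139 ± 43.5 to 29.3 ± 8.52 CPM. For *Fosb* and *Dusp1*, every PN was below every control. *Fos* fell by 1.70 and *Junb* fell by 1.32 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0172 and 0.0176), and *Jun* and *Egr1* had log2 fold changes of -0.57 and -1.32 that did not pass the adjustment (adjusted p = 0.0717 and 0.0746, edgeR with Benjamini-Hochberg). Under 7 alternatives to the scaling, filter, test, or design, *Jun* passed it in 4 and *Egr1* in 2, with Benjamini-Hochberg adjusted p between 0.0137 and 0.0938 for *Jun* and between 0.0138 and 0.0954 for *Egr1* (edgeR, DESeq2, or limma). With each library left out in turn, between 2 and 8 of the 22 genes passed the threshold, and *Nr2f2*, *Stat3*, *Fos*, and *Junb* did not pass it without DRG4 or without DRG5. The annotation places an exon of another gene on the opposite strand over *Nr2f2*, *Stat3*, *Jun*, *Junb*, *Dusp1*, and *Nfia*, and the paper's text does not say whether reads were counted by strand.

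**Figure D2:**
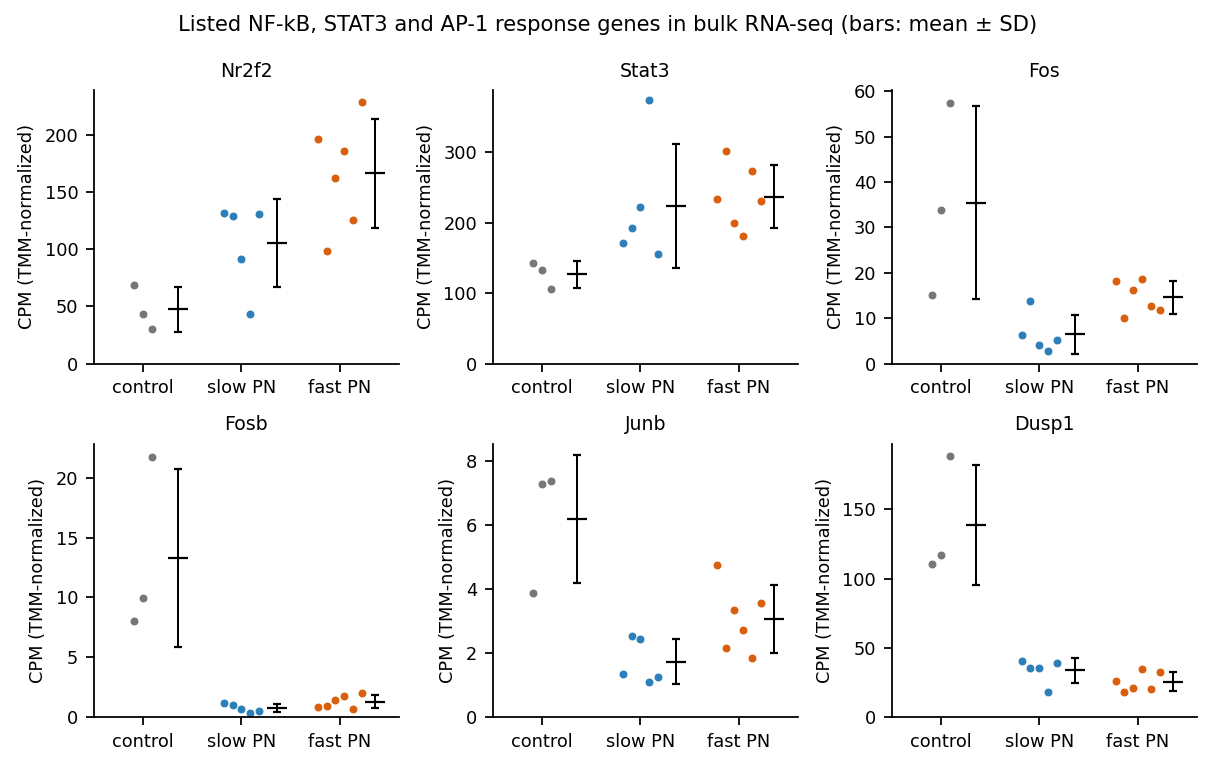
TMM-normalized CPM of the 6 listed genes that differed between PNs and controls. Each point is a library of the control (n = 3), slow-growing PN (n = 5), or fast-growing PN (n = 6) group, and bars give the mean ± SD; *Nr2f2* and *Stat3* are higher in PNs, and *Fos*, *Fosb*, *Junb*, and *Dusp1* are lower.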

Our scRNA-seq and bulk RNA-seq data analysis highlighted *NFkb*/*Stat3*/*Ap1* transcription factor response as deregulated in multiple PN SC subtypes, and deregulated in most immune and stromal cell types (including macrophages, endothelial cells, neurons, and fibroblasts). This analysis acts as a control for artifacts caused by tissue dissociation, which occurs over time and therefore can affect gene expression. *Nfkb* was also predicted to be a central node in SC gene regulatory network predictions. RAS activation drives Ap1 factor transcriptional activity. The relevance of STAT3 is consistent with genetic deletion of *Stat3* in PN SCs dramatically reducing PN initiation, growth, and PN macrophage number (15, 17). We confirmed NF-κB expression in PN SCs and immune cells and propose that blockade of NF-κB activity may also limit PN growth. Nonspecific NF-κB blockers such as salicylates, proteasome inhibitors, and glucocorticoids achieve partial inhibition of NF-κB (61). STAT3-, NF-κB–, and AP-1–regulated genes may also have combinatorial roles (60) in driving PN.

The production of cytokines/chemokines/growth factors is an important tumor-promoting mechanism, predicted to influence surrounding SCs, immune cells, and stromal cells. In normal nerve, MSCs express few transcripts encoding these factors (33) and a subset of PN MSCs aberrantly upregulate cytokine/chemokine/growth factor transcripts. Our results are consistent with identification of factors in human and mouse *NF1^–/–^* SC–conditioned medium that augment SC migration, immune cell migration, and angiogenesis (10, 43, 62–65). Some of the upregulated transcripts identified in this study have been studied in mouse or human NF1 SCs. Midkine is upregulated in SCs after injury, secreted by NF1 SCs, and is a known NF-κB target gene (47, 66). *FGF1* and *FGF2* were upregulated largely in MSCs in PNs. FGF1 is absent in normal SCs (67). FGF2 can be purified from human PNs (68) and is expressed by normal and injured SCs (69–71).

SCP-like cells express PROS1 (protein S), a ligand for phagocytic tumor-associated macrophage, (TAM) receptors, including Axl; the soluble form of AXL was proposed as a secreted biomarker for NF1 nerve tumors (72). PROS1 binds to phosphatidylserine (PtdSer) exposed on dying cells and upon binding TAM-family receptors induces efferocytosis; after injury, SCs express TAM receptors (73). SCP-like cells also express *MIF*. MIF/CD74 signaling can activate NF-κB and MAPK (50, 51, 74), so this pathway may reinforce effects of SCs on surrounding immune cells. CD74 contributes to tissue inflammation, tumor progression, and metastasis (50, 75, 76), and most evidence supports a therapeutic role for blocking CD74 in cancer. De Azevedo et al. (77) found that blocking the MIF-CD74 axis in melanoma models increased CD8^+^ T cell infiltration, promoted macrophage conversion to an M1-like phenotype, and showed a combination effect with anti-CTLA4. The approval of milatuzumab, a humanized CD74-targeting antibody in human multiple myeloma and non-Hodgkin lymphoma (78), and ongoing development of antibodies that target MIF (79) provide candidates to test for therapeutic effects on PNs.

In sum, scRNA-seq and cross-species analysis allowed insight into the striking diversity of SC populations in PNs. The data support the hypothesis that the SCP-like cells in PNs develop from mature SCs. We identify a rich tumor microenvironment composed of stromal and immune cells, including cell types that have not been studied in PNs to the best of our knowledge: MDSCs, several types of macrophages, and multiple types of fibroblasts, each of which may play roles in suppressing antitumor immunity and/or facilitating tumor growth. The studies demonstrate that the recruitment of multiple types of stromal and immune cells is a secondary effect of loss of *NF1* in SCs and reveal potential therapeutic targets, including NF-κB and CD74.

## Methods

### Sample acquisition.

Adult male and female *Dhh-Cre;Nf1^fl/fl^* mice on a largely C57BL/6 background were used (11). Fresh human PNs from debulking surgeries (*n* = 4 individual tumors) were taken directly from the operating room.

### Sample preparation.

Immediately following euthanasia, paraspinal tumors (2- or 7-month *Dhh-Cre;Nf1^fl/fl^*; *n* = 6), and age-matched wild-type DRGs with nerve roots (*n* = 2) were excised within 5 minutes and placed into ice-cold L-15 medium (Thermo Fisher Scientific, MT-10-045-CV). Tissue was cut into 1-mm^3^ pieces and placed into dissociation medium in 50 mL tubes containing 20 mL L-15 medium, 10 mg collagenase type I (Worthington Biochemical, LS004196), and 50 mg Dispase II (Sigma-Aldrich, 04942078001) in a 37°C incubator for 2 hours, with 170 rpm shaking. The dissociation process was stopped by adding 30 mL DMEM (Thermo Fisher Scientific, 11-965-1188) containing 10% FBS. Samples were centrifuged at 800*g* for 5 minutes at 4°C. Supernatants were removed and cell pellets were resuspended into 50 mL of 1× PBS containing 0.1% BSA. Suspensions were sequentially filtered with 70 μm (Thermo Fisher Scientific, 08-771-2), 40 μm (Thomas Scientific, 1181X52), and 20 μm cell strainers (pluriSelect, 43-50020-03) and centrifuged at 600*g* for 5 minutes at 4°C. Pellets were resuspended into 100 μL of 1× PBS/0.1% BSA. Trypan blue–negative viable cells were counted to determine the cell concentration for droplet-based scRNA-seq.

Procedures for human NF cells were the same as for mouse with the following modifications. Dissociation medium also contained DNase I (Sigma-Aldrich), and each tumor was dissociated on the gentleMACS dissociator (Miltenyi Biotec) followed with shaking in 37°C at 150 rpm for 45 minutes and 2 more rounds on the gentleMACS dissociator. The dissociated tumor cells were passed through a 40 μm cell strainer to achieve single-cell suspensions before counted using the Cellometer Auto 2000 cell viability counter (Nexcelom) with the presence of acridine orange and propidium iodide dyes.

### Library preparation.

Library synthesis was performed according to manufacturer’s instructions to generate barcoded cDNA libraries for scRNA-seq. Ten thousand viable cells per lane from each sample (mouse or human) were loaded using the 10× Chromium platform version 2 or 3 chemistries (3′) (10× Genomics). For mouse, 1 lane was loaded per sample, yielding a median of 8,416 captured cells per sample. In total, 80,968 mouse cells were included in this analysis. Overall sequencing depth per capture was approximately 250 million reads. Details for each mouse sample including reads per cell (which varied from 15,488–135,606) are shown in Supplemental Table 1. We performed 1 full-lane sequence on 2 paired-end 75-bp flow cells using an Illumina HiSeq 2500. For the human samples, 3 to 8 lanes of cells were loaded per tumor, yielding 4,589–40,871 cells for sequencing on an Illumina NextSeq sequencer. In total, 103,446 human cells were included in this analysis.

### scRNA-seq analysis.

The 10× scRNA-Seq libraries from mouse samples were aligned to the mm10 mouse genome using the Cell Ranger pipeline (version 3.0.2, 10× Genomics) with default parameters. Detailed Cell Ranger quality metrics for each sample are shown in Supplemental Table 1. Raw data, including FASTQs and count matrices, are available in the NCBI Gene Expression Omnibus database (GEO GSE181985). Downstream analyses were performed using Seurat (version 3.1.2) (80), Scrublet (version 0.2.1) (32), cellHarmony (AltAnalyze version 2.1.4) (42), and CellPhoneDB (version 2.1.2) (45). Seurat was used for data normalization, dimensionality reduction, clustering, and integration using the standard Seurat v3 integration workflow as described in Stuart et al. (80). For clustering functions, dims was set to 1:30 and resolution to 0.5. For discovery of SC subpopulations, resolution was set to 0.025 (clusters 2, 5, and 8) or 0.050 (cluster 11) to yield at least 2 subpopulations per cluster. During sample integration, default parameters were used in Seurat’s FindIntegrationAnchors function, including setting anchor features to 2000. Cell type cluster annotation was performed by comparing the top 50 cluster markers identified with the FindAllMarkers function in Seurat to published literature. The top 50 markers for each cluster are available in Supplemental Table 2 and visualized in Supplemental Figure 1. When calculating cell type proportions across different conditions, cell counts for clusters with fewer than 3 unique markers were merged with the most transcriptionally similar cluster. Other downstream analyses and visualizations did not merge cluster data unless otherwise noted. Scrublet was used for doublet detection. A threshold of 0.35 was manually set based on an examination of the simulated doublet scores distribution. Seurat numerical cluster annotation, cell type annotation, cluster merging, and calculated doublet percentages are shown in Supplemental Table 3. UMAP representation of doublet scores is shown in Supplemental Figure 2. cellHarmony was used to find network-level differences between clusters across different experimental groups (fold change > 1.2, empirical Bayes *t* test *P* < 0.05, FDR). Cluster assignment for cellHarmony analyses were based on Seurat output. CellPhoneDB was used to predict cell-cell interactions between clusters that are shared between human and mouse PNs. The default CellPhoneDB receptor/ligand database was used for this analysis. Example scripts with documentation of analysis parameters, cell barcode to cluster assignments, cell barcode to group assignments, and UMAP coordinates are available on Github: https://github.com/LKershner/neurofibroma Human scRNA-seq analyses were performed using the same above protocol (Seurat 3) with count matrices deposited in NCBI’s GEO (GSE181985).

### Bulk RNA-seq analysis.

We collected control DRGs/nerves and PNs from 9-month-old mice. We defined rapidly growing PNs as those with an increase in volume of greater than 35 mm^3^, and slowly growing PNs as those with an altered volume of less than 5 mm^3^, in a 2-month period, based on volumetric MRI scans performed at 7 and 9 months of age. We extracted RNA from frozen PNs to generate 35–40 million reads per PN. Total RNAs were isolated by phenol/chloroform methods and purified (Qiagen Mini RNA Isolation Kit, 74104). RNA libraries were amplified with the Ovation RNA-Seq System v2 (Nugen). Base calling was preformed using Illumina CASAVA (v1.4) and read quality checked with FASTQC. Reads were aligned against the mm10 mouse genome with TopHat. Raw gene counts were calculated using Subread/featureCounts (v1.5.2) and normalized using edgeR’s TMM method. Raw and processed sequencing data files are deposited in NCBI’s GEO (GSE181986).

### Immunohistochemistry (mouse).

PNs and normal sciatic nerves were dissected from *Dhh-Cre;Nf1^fl/fl^* mice and embedded in Tissue-Tek OCT compound (Thermo Fisher Scientific, 4585) and frozen on dry ice. Blocks were stored at –80°C until used. Cut sections (12 μm) were air-dried, fixed with 4% paraformaldehyde (PFA), and washed with Tris-buffered saline and 0.3% Tween 20 (TBST). The sections were blocked with 10% normal goat serum (NGS) in TBST for 30 minutes followed by incubation overnight at 4°C with primary antibodies against CD74 (Abcam, 245692; 1:100), CD11b (BD Pharmingen, 553308; 1:250), CD11c (Invitrogen, MA11C5; 1:500), and CNPase (Millipore, AB9342; 1:200). The next day, slides were washed in TBST 3 times and incubated in secondary antibodies at 1:500 (Alexa Fluor 594 [AF594] goat anti-rabbit, AF647 goat anti-rabbit, AF647 goat anti-rat, AF647 goat anti–Armenian hamster, and AF594 goat anti-chicken; Invitrogen). Sections were washed in TBST and incubated with DAPI (1:10,000) for 10 minutes. After coverslipping, fluorescence images were captured using a Zeiss Axiovert 200M immunofluorescence microscope with 405, FITC, Cy5, and Texas Red filters.

### Immunohistochemistry (human).

Human PNs were resected from NF1 patients undergoing debulking surgeries at the Center for Clinical Research of the NIH, fixed in 10% neutral buffered formalin solution (VWR) for 24 hours at room temperature, stored in 80% ethanol, and then embedded in paraffin. Cut sections (4 μm) were mounted to the microscope slides and stored at room temperature before use. Deparaffinized tissue sections were blocked in 1% peroxide in PBS for 15 minutes, blocked in PBS with normal serum for 1 hour at room temperature, and incubated with primary antibodies (anti-CD74, Sigma-Aldrich, HPA010592 [1:1600] and anti–NF-κB1, Sigma-Aldrich, HPA027305 [1:800]) at 4°C overnight. Tissue sections were washed with 0.1 M Tris-buffered saline with 0.1% Tween in TBS and incubated with secondary antibody conjugated with polymeric HRP for 1 hour at room temperature before staining with DAB for 2 minutes and counterstained with Mayer’s hematoxylin solution for 10 seconds. Stained slides were covered with glass cover slides in Permount and sealed with nail polish.

### Western blotting.

Nuclear extracts were loaded into 4%–20% Criterion TGX precast gels (Bio-Rad, 5671093). Proteins were transferred to PDVF membranes (Millipore, IPFL00010) and then blocked in 5% blotting-grade blocker (Bio-Rad, 1706404) in TBST, and then incubated with anti-p65 (Cell Signaling Technology, 4764; 1:1000) or anti-p50 (Delta Biolabs, DB035; 1:400) at 4°C overnight. Lamin B1 (Cell Signaling Technology, 12586; 1:2000) was used as loading control. Secondary HRP (1:10000) was added for 1 hour at room temperature prior to Immobilon Western Chemiluminescent HRP substrate (Millipore, WBKLS0500) and chemiluminescence imaging on an Azure Biosystems c500 ChemiDoc gel imager.

### Lentiviral preparations and transduction of SCPs.

Isolation and growth of SCP spheres from embryos and neurofibromas have been previously described (15, 24, 25). Dominant negative IκB-α S32A/S36A super suppressor (IκB-SS) and control plasmids have been described previously (44). For lentiviral preparation, 293T cells cultured in DMEM with 10% FBS were cotransfected with pMD.2 VSV-G envelope plasmid (psPAX2 helper plasmid) and IκB-SS or control plasmid DNAs with PEI added after 15 minutes. Virus was harvested 24 to 36 hours later and concentrated and purified with 20% sucrose. Secondary *Dhh-Cre;Nf1^fl/fl^* neurofibroma-derived spheres were transduced after plating in low-binding plates at a multiplicity of infection (MOI) of 1:50 for 4 days, and then sphere numbers were counted. E12.5 wild-type and *Nf1^–/–^* SCP spheres were infected at an MOI of 1:10 and counted after 5 days.

### Statistics.

A *P* value of less than 0.05 was considered significant unless otherwise specified. Parameters for scRNA-seq analyses are included in their respective methods and/or scripts available on Github (https://github.com/LKershner/neurofibroma).

### Study approval.

The animal care and use committee of Cincinnati Children’s Hospital Medical Center approved all animal care and procedures under IACUC protocol 2019-0018. Collection of human tissue was approved under NIH IRB protocol 10-C-0086.

## Author contributions

NS, JFS, and NR designed the research studies. JW and MP conducted experiments. LJK, KC, XZ, and MP acquired data. LJK, KC, XZ, MP, NS, and NR analyzed data. JFS and NR provided reagents. LJK, KC, XZ, NS, JFS, and NR wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

## Figures and Tables

**Figure 1:**
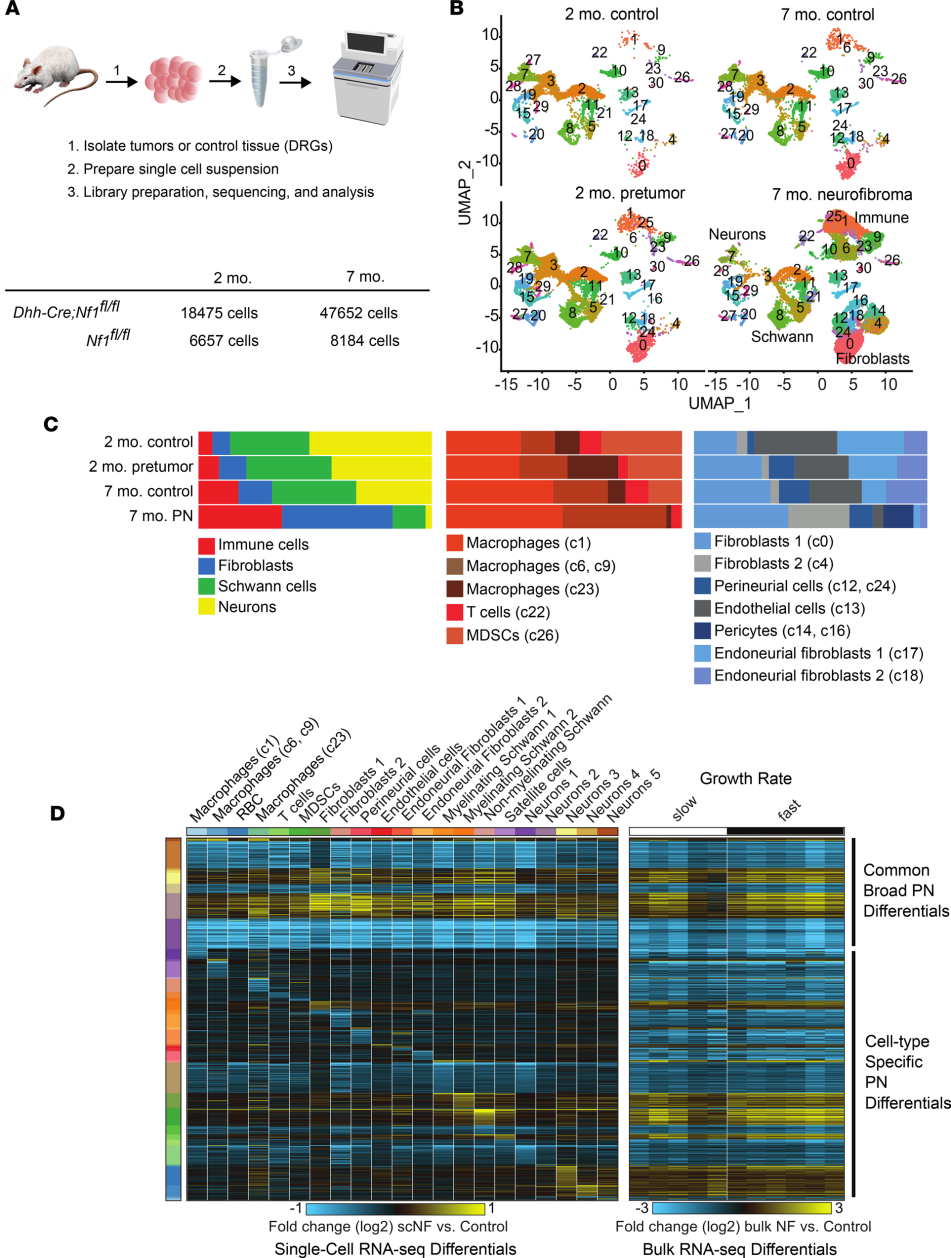
Immune and stromal cell increases in PNs occur long after SC loss of Nf1. (**A**) Schematic of the analysis of control and PN cells by scRNA-seq showing analyzed cell numbers. (**B**) UMAPs of PNs (7-month *Dhh*-*Cre;Nf1^fl/fl^*), pretumor (2-month *Dhh*-*Cre;Nf1^fl/fl^*), and corresponding 7-month and 2-month *Nf1^fl/fl^* littermate controls, generated using Seurat. (**C**) Cell type frequencies across sample types showing all cell types (left); immune cells (middle), and stromal cells (right), showing enrichment of immune and stromal cell clusters in PNs. UMAP cluster numbers (from **B**) are shown in parentheses for each annotated cell type. (**D**) Left: Heatmap showing scRNA-seq gene fold changes in 7-month PN cells versus controls, generated using cellHarmony. Right: Differential expression of the same genes in bulk RNA-seq, analyzed as fold changes in 7-month PNs versus controls. The changes were independent of PN growth rate (fast/slow). Broad patterns of differential gene expression across cell types and cell type specific changes are evident.

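The largest bulk fold changes in PNs versus controls were taken among the 2037 changed genes in which every PN lay on the same side of every control, with a mean log2 CPM of at least 3. *1700025N23Rik*, annotated as an antisense gene on chromosome 6 of mm10 from 39063878 to 39067598, rose from 0.46 ± 0.49 CPM in controls (SD, n = 3) to 12.3 ± 1.59 CPM in PNs (SD, n = 11). Its log2 fold change was 4.69 (standard error 0.44, adjusted p = 6.56e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Racgap1* (chromosome 15, 99620496 to 99651656) rose from 8.97 ± 2.70 to 186 ± 15.6 CPM, a log2 fold change of 4.38 (standard error 0.20, adjusted p = 2.53e-08, edgeR with Benjamini-Hochberg adjustment). The SD of *Racgap1* between PNs was at percentile 4.2, and that of *1700025N23Rik* at percentile 4.8, among the 500 genes of the nearest mean level. *Corin* (chromosome 5, 72300025 to 72504473) rose by 4.02 (standard error 1.01, adjusted p = 0.00994, edgeR with Benjamini-Hochberg adjustment), to 12.8 ± 13.2 CPM in slow-growing PNs (n = 5) and 51.8 ± 10.9 CPM in fast-growing PNs (n = 6). An exon of another gene lies over *Corin* on the opposite strand, and *Corin* did not pass the threshold without DRG4 or without DRG5. The largest falls were in *Cidea* (chromosome 18, 67343604 to 67367785), which fell by 5.03, *Cox7a1* (chromosome 7, 30184144 to 30186078), which fell by 4.72, and *Cox8b* (chromosome 7, 140898945 to 140900446), which fell by 4.64 on the log2 scale (adjusted p = 0.00674, 0.000161, and 0.0033, edgeR with Benjamini-Hochberg adjustment). *Cidea* was at 237 ± 50.8 CPM in controls and 7.32 ± 11.3 CPM in PNs. It is 1 of the 13 fat marker genes used for a tissue score in the same libraries. With that score and the skeletal muscle score as covariates, *Cidea* had a log2 fold change of -2.01 and lost the call (adjusted p = 0.352, edgeR with Benjamini-Hochberg adjustment). With the length and GC trend of each library removed, the log2 fold changes of *Cidea*, *Cox7a1*, and *Cox8b* were -4.49, -4.00, and -3.92. These 6 genes were chosen among genes that separate every PN from every control. Their exact permutation p (0.00275 for each, the smallest that all splits allow) therefore largely restates that choice.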

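The bulk fold changes of slow- and fast-growing PNs were compared with the same 3 controls and then with each other. Slow-growing PNs differed from controls in 1769 of 15714 tested genes (648 higher and 1121 lower), and fast-growing PNs differed in 5043 of 16037 (2371 higher and 2672 lower), at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 1607 genes that changed in both had the same direction. Across 16283 genes, which are not independent replicates, the log2 fold changes of slow- and fast-growing PNs had a Pearson r of 0.812. The 2 sets of fold changes share their controls, and with separate controls it ranged from 0.315 to 0.808. In the direct comparison, 196 of 15465 genes differed between fast- and slow-growing PNs, 124 higher and 72 lower in fast-growing PNs, and 54 of the 196 also differed between PNs and controls. Leaving out each library in turn gave between 2 and 1195 such genes. With skeletal muscle and fat marker scores as covariates, chosen after seeing the data, 0 genes passed the threshold and 1720 had an unadjusted p under 0.05. The response size of a PN was the slope of its log2 fold changes over the control mean, across the genes changed in PNs, on the mean of the other PNs. It was 0.869 ± 0.109 in slow-growing PNs (SD, n = 5) and 1.09 ± 0.063 in fast-growing PNs (SD, n = 6), a difference of 0.22 that was larger than the spread within either group (exact two-sided permutation test over all splits of 5 against 6, p = 0.00433). After regression on the skeletal muscle and fat scores, a difference of 0.066 was left. This regression did not include the growth group, and the fat score was lower in fast-growing PNs (difference -2.75). It therefore also takes up a difference that goes with growth rate, and cannot decide whether other tissue accounts for it. *Oasl2* (chromosome 5 of mm10, 114896936 to 114912234) was at 39.8 ± 2.87 CPM in slow-growing and 124 ± 20.6 CPM in fast-growing PNs, a log2 fold change of 1.64 (standard error 0.13, adjusted p = 0.00104, edgeR with Benjamini-Hochberg adjustment). *Lbh* (chromosome 17, 72918305 to 72941947) was at 70.7 ± 8.84 and 183 ± 28.6 CPM (log2 fold change 1.37, standard error 0.14, adjusted p = 0.00473, edgeR with Benjamini-Hochberg adjustment). *Bcl2a1b* (chromosome 9, 89199209 to 89207827), whose exons overlap those of another gene on the same strand, was at 0.30 ± 0.17 and 6.67 ± 3.65 CPM (log2 fold change 4.39, standard error 0.53, adjusted p = 0.0156, edgeR with Benjamini-Hochberg adjustment), and it lost the call in 5 of the 11 fits that each left out 1 PN. More reads were counted in fast- than in slow-growing PNs (exact permutation p = 0.0152), and with every library thinned to the smallest total, 52 genes differed, all of them among the 196.

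**Figure D3:**
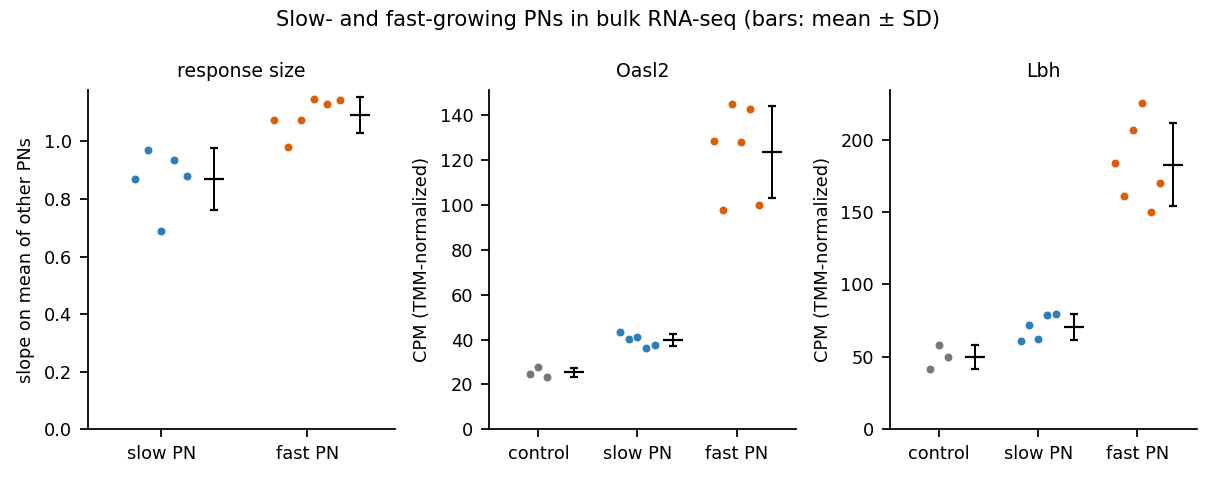
Response size of each PN (left) and TMM-normalized CPM of *Oasl2* and *Lbh* (middle and right), with axes that start at 0. Each point is a library of the control (n = 3), slow-growing PN (n = 5), or fast-growing PN (n = 6) group, and bars give the mean ± SD; every fast-growing PN has a larger response size than every slow-growing PN.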

**Figure 2:**
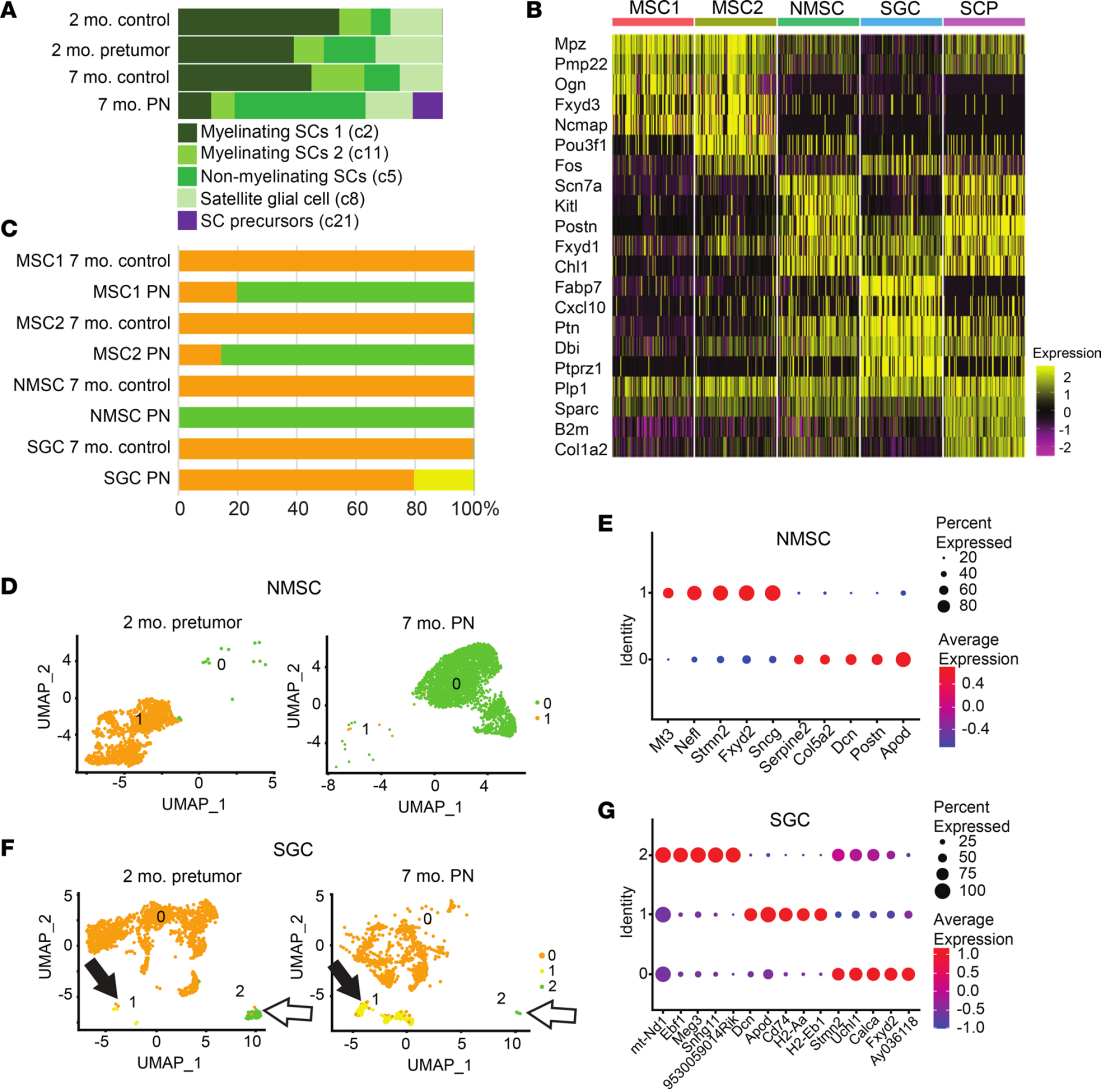
Normal SC clusters change abundance and gene expression in PNs, and PNs contain SCP-like cells. (**A**) Cell type frequencies across SC UMAP clusters. For each cell type, a UMAP cluster number (from **B**) is given in parentheses. (**B**) Heatmap showing the top 5 markers for each cluster, generated in Seurat. Shared markers are shown once. For visualization, each cluster was subsampled to 100 cells during heatmap generation. (**C**) Bar graph shows the percentage of SCs in each cluster that are normal (orange) or show changed gene expression in PNs (green or yellow). (**D**) A UMAP of NMSCs shows the shift in gene expression in PNs revealed by subcluster analysis. (**E**) Dot plot showing the top 5 markers for NMSC subclusters. On the *y* axis, “Identity” numbers represent cell subcluster numbers. (**F**) A UMAP of SGCs shows the shift in gene expression in PNs revealed by sucluster analysis; 1 SCG appears transiently (white arrows), the other (cluster 1) enlarges in PNs (black arrows). (**G**) Dot plot showing the top 5 markers for each of 3 SCG subclusters (green and yellow in **F**).

**Figure 3:**
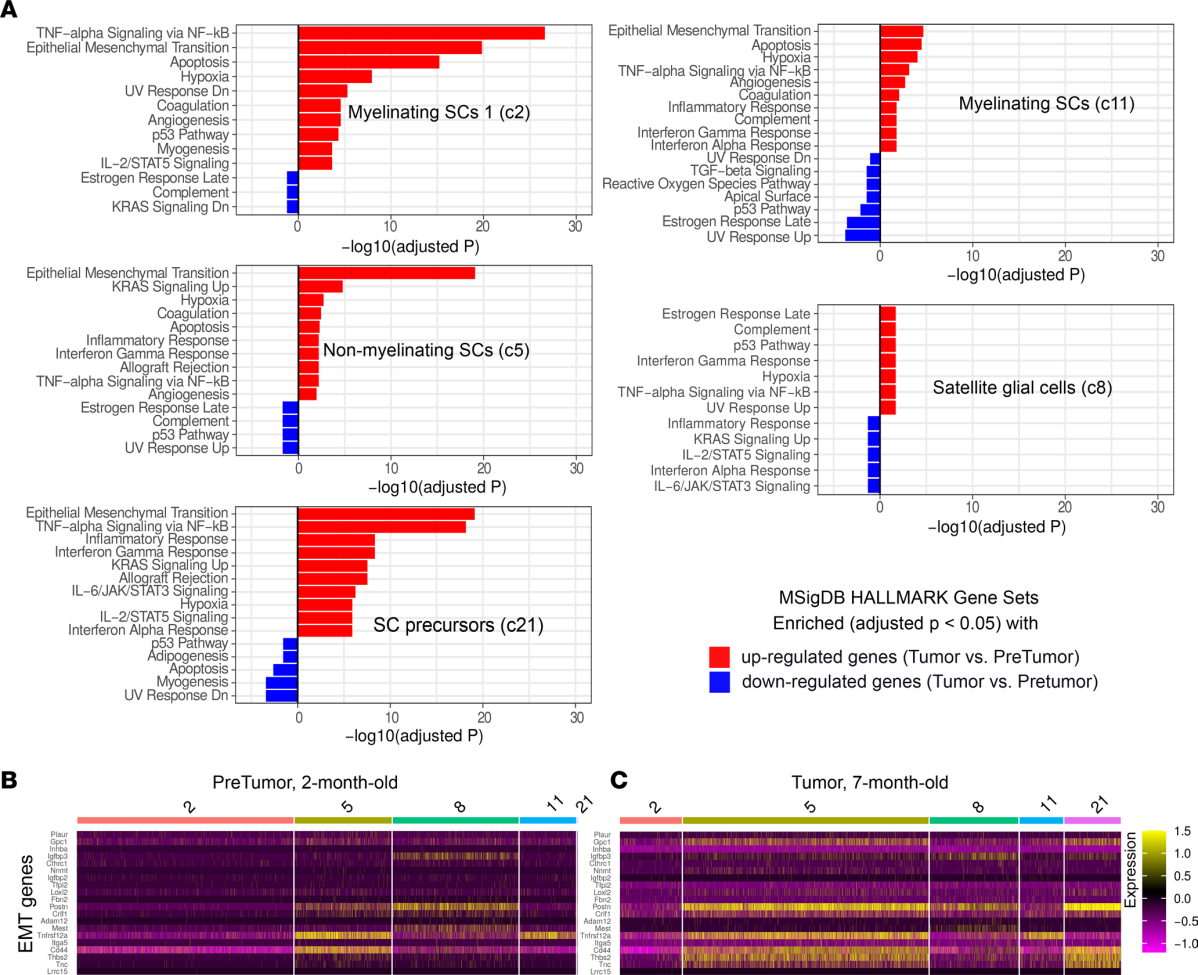
Enriched HALLMARK gene sets in 7-month-old tumor compared with 2-month-old pretumor SC clusters. (**A**) Enrichment analyses using up- and downregulated genes and MsigDB HALLMARK gene sets. (**B** and **C**) The EMT genes’ expression patterns in pretumor and tumor SC clusters. Differentially expressed genes were chosen by applying |fold change| > 1.5 and *P* < 0.05 filters.

**Figure 4:**
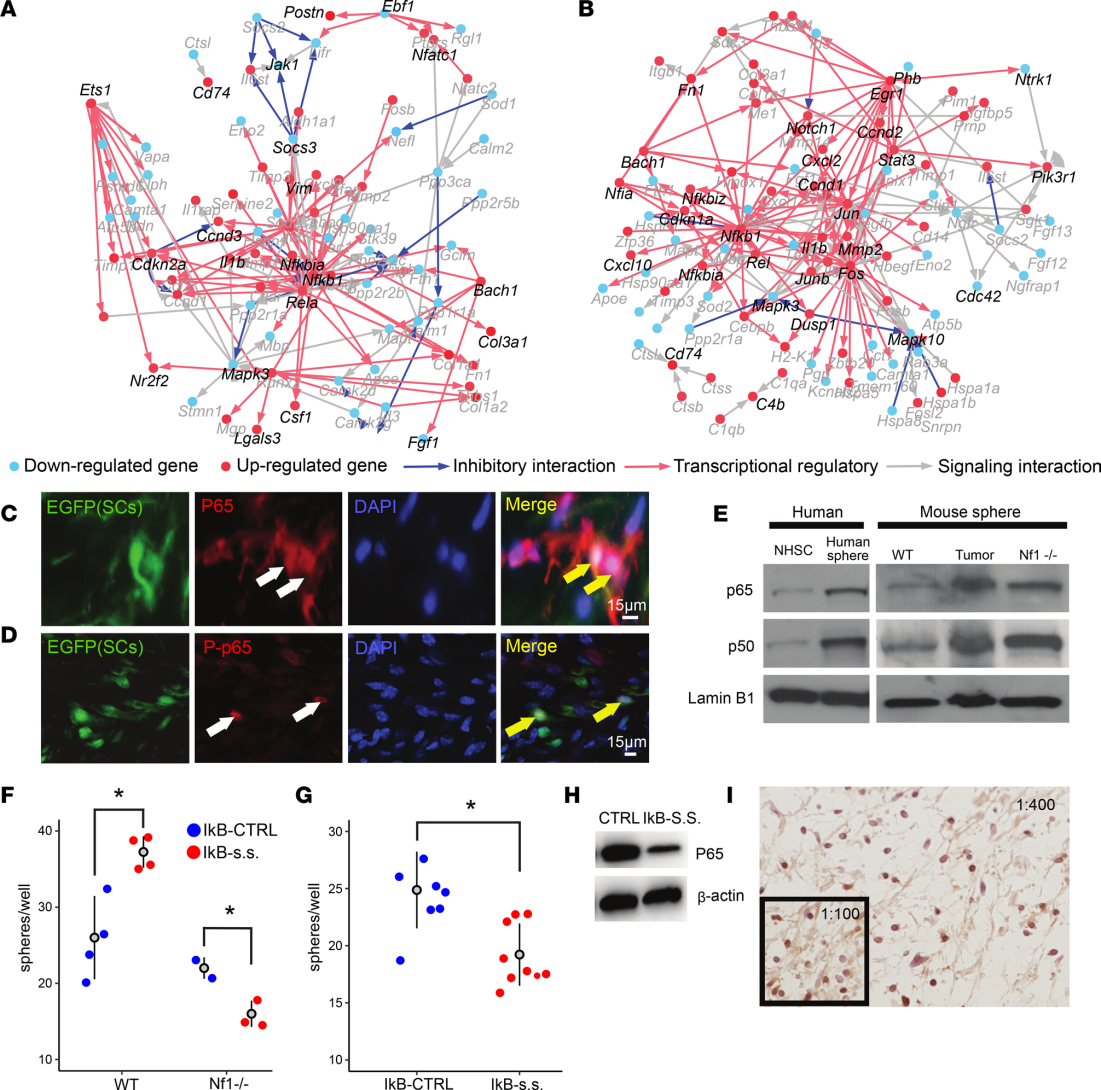
Network analysis predicting NF-κB–deregulated PNs confirmed by histological and in vitro analyses. (**A** and **B**) Differentially expressed gene network plots (cellHarmony) showing the central hubs in the NMSC PN cluster (**A**) and SGCs (**B**), containing NF-κB transcription factors. Genes shown adjacent to red dots are upregulated, and those next to blue dots are downregulated in 7-month PNs versus 7-month control. (**C** and **D**) Immunostaining of tissue sections shows the NF-κB protein p65 (red; **C**) in mouse PN SCs (expressing EGFP; green) and activated, phosphorylated, p65 (red; **D**) in mouse PN SC nuclei (green). Yellow arrows indicate colocalization. Scale bars: 15 μm. (**E**) Normal human SCs (NHSCs) express less p60 and p50 than sphere-forming cells from human PNs (human sphere). In mouse, SCPs from embryonic DRGs contain less p60 and p50 compared with either SCP-like cells from PNs or mouse *Nf1^–/–^* SCPs. Lamin B1 was used as a loading control. See complete unedited blots in the supplemental material. (**F** and **G**) Numbers of mouse *Nf1^–/–^* embryonic SCP spheres (**F**) and human SCP-like cells (**G**) are slightly reduced by infection with a dominant negative NF-κB (IκB-SS). *P < 0.05 by Welch’s *t* test. (**H**) Western blot confirming downregulation of p65 by IκB-SS. (**I**) p65 immunoreactivity in many cells in human PN tissue sections (1:400). Inset: At 1:100, 38% of cells show immunoreactivity.

**Figure 5:**
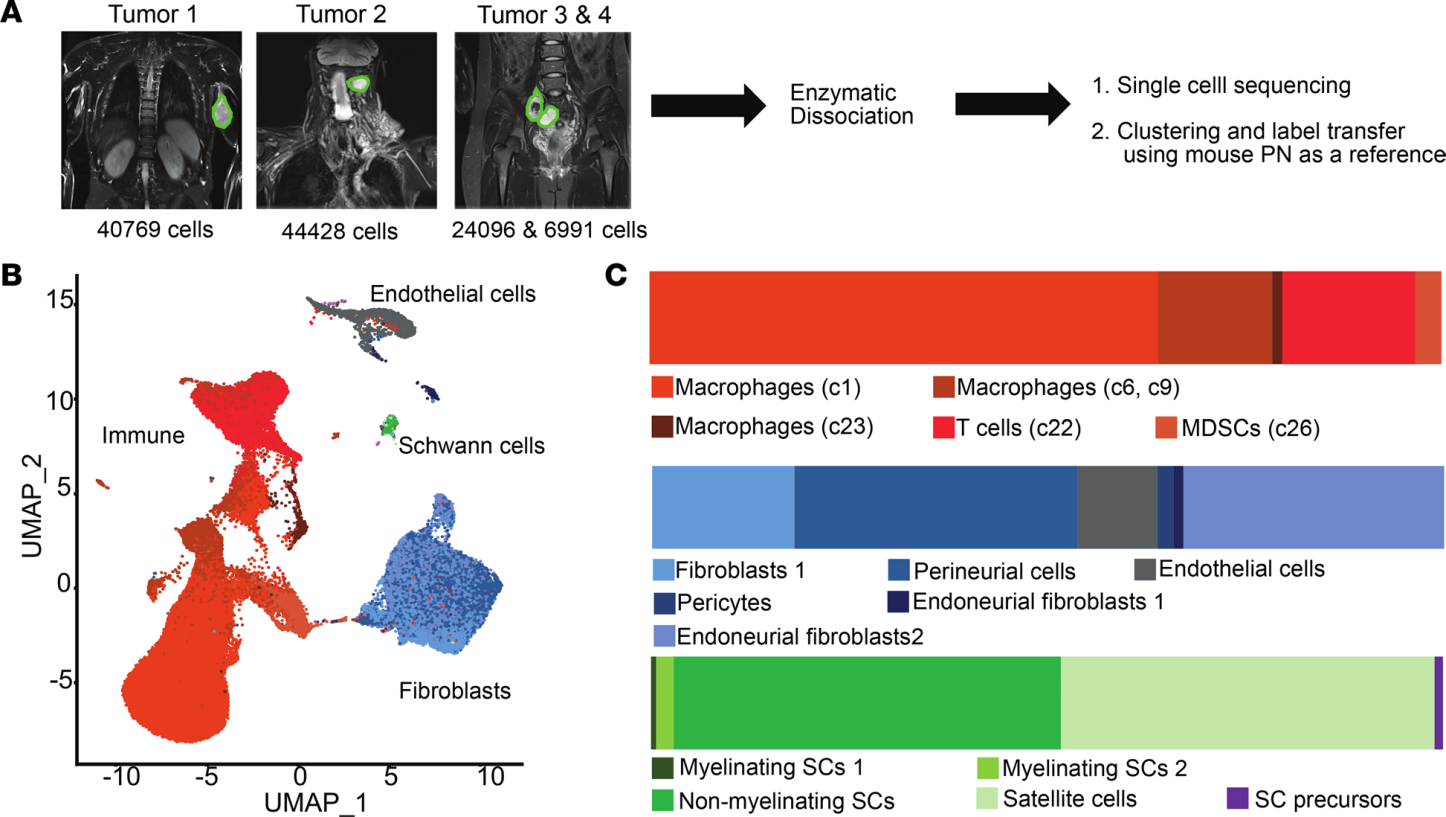
Shared cell types between GEMM and human PNs. (**A**) Schematic of experimental design for single-cell profiling of human PNs and label transfer to enable comparison to mouse PNs. (**B**) UMAP shows results of human PN analysis, with annotations after mouse label transfer (Seurat). Note the relative paucity of SCs. (**C**) Cell type frequencies across sample types in **B** show multiple types of immune (orange) and stromal (blue/gray) cells. SCs (green) and SCP-like cells (purple) are detectable.

**Figure 6:**
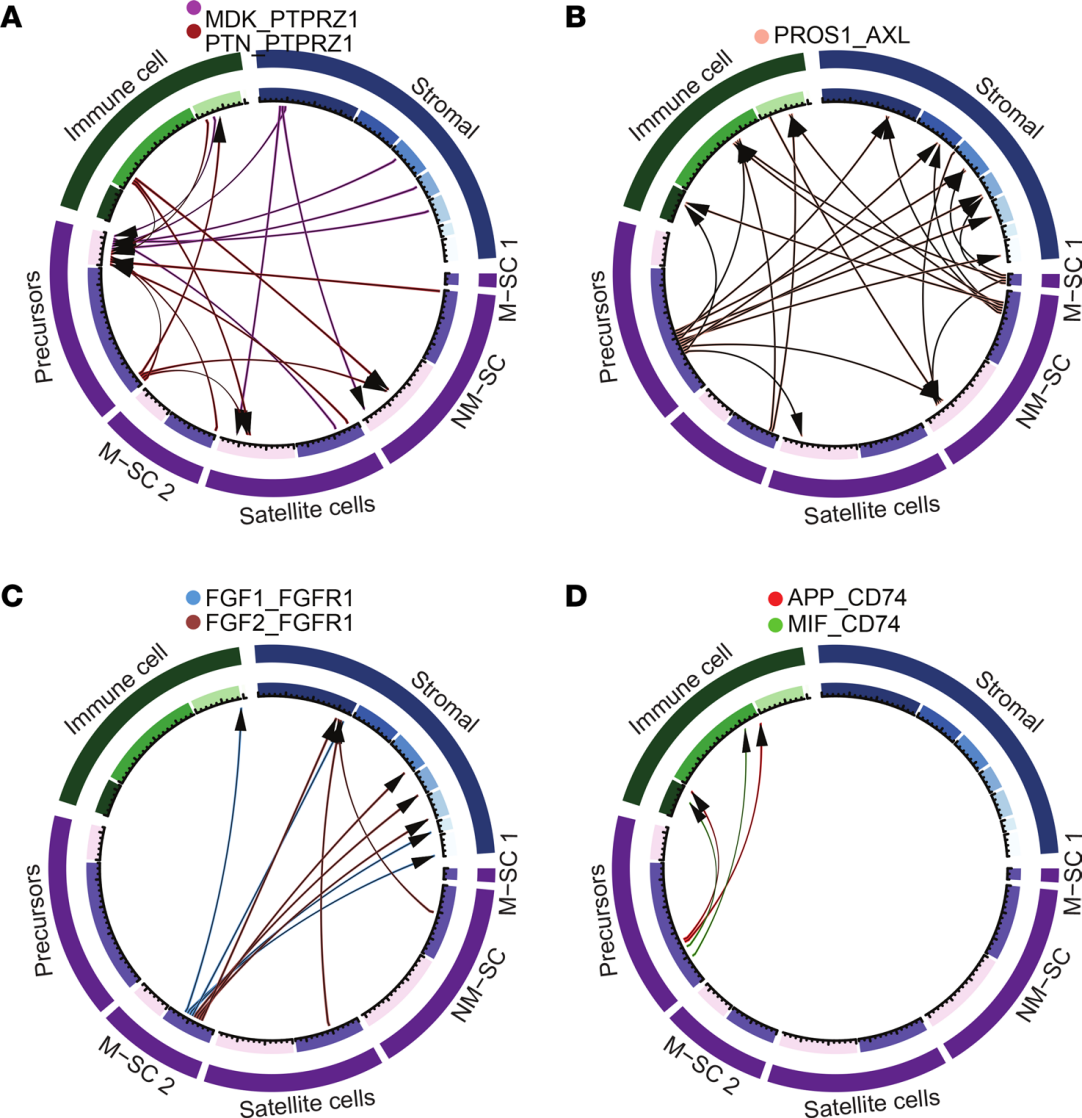
CellPhoneDB analysis of predicted major SC-cell interactions in mouse and human PNs. CIRCOS plots. (**A**) Immune cells, stromal cells, and SCs produce midkine (MDK) and pleiotrophin (PTN); these ligands act mainly via the phosphatase PTPRZ1 in SCP-like cells. (**B**) SCP-like cells and myelinating SCs are predicted to produce PROS1, a ligand for the AXL receptor; AXL is present on immune cells, stromal cells, and some SCs. (**C**) Myelinating SCs are predicted to produce FGF1 and FGF2, affecting largely stromal cells through the receptor FGFR1. Other SC types are also predicted to express FGF1. (**D**) SCP-like cells are predicted to produce the ligands APP and MIF, affecting immune cells via the CD74 receptor. M-SC, myelinating SC; NM-SC, nonmyelinating SC.

**Figure 7:**
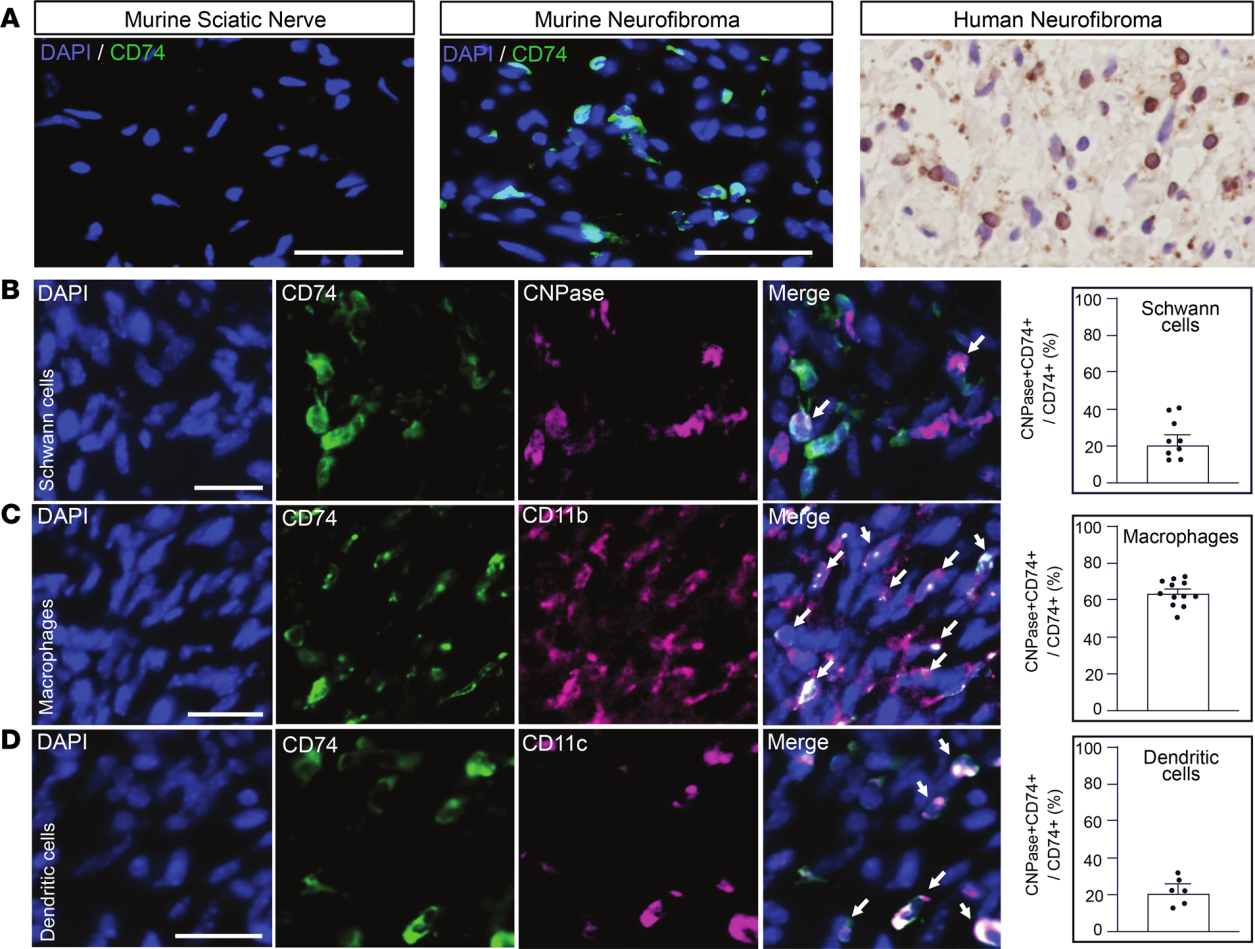
CD74 is expressed by PN SCs, macrophages, and DCs. (**A**) Immunostaining reveals that CD74 expression (green) is low or absent in normal mouse sciatic nerve; expression is elevated in some cells in mouse PNs. Nuclei are stained with DAPI (blue). At right, in human PN tissue sections, CD74 (brown) is expressed by many cells; counterstain is purple. (**B**) CD74 colocalizes with SCs (CNPase, **B**), macrophages (CD11b, **C**), and DCs (CD11c, **D**) in mouse PNs (white arrows denote colabeled cells). Scale bars: 50 μm. In **B**–**D**, dot plots quantify the percentage of cells stained/PN. Horizontal bars denote mean ± SEM.

**Figure 8:**
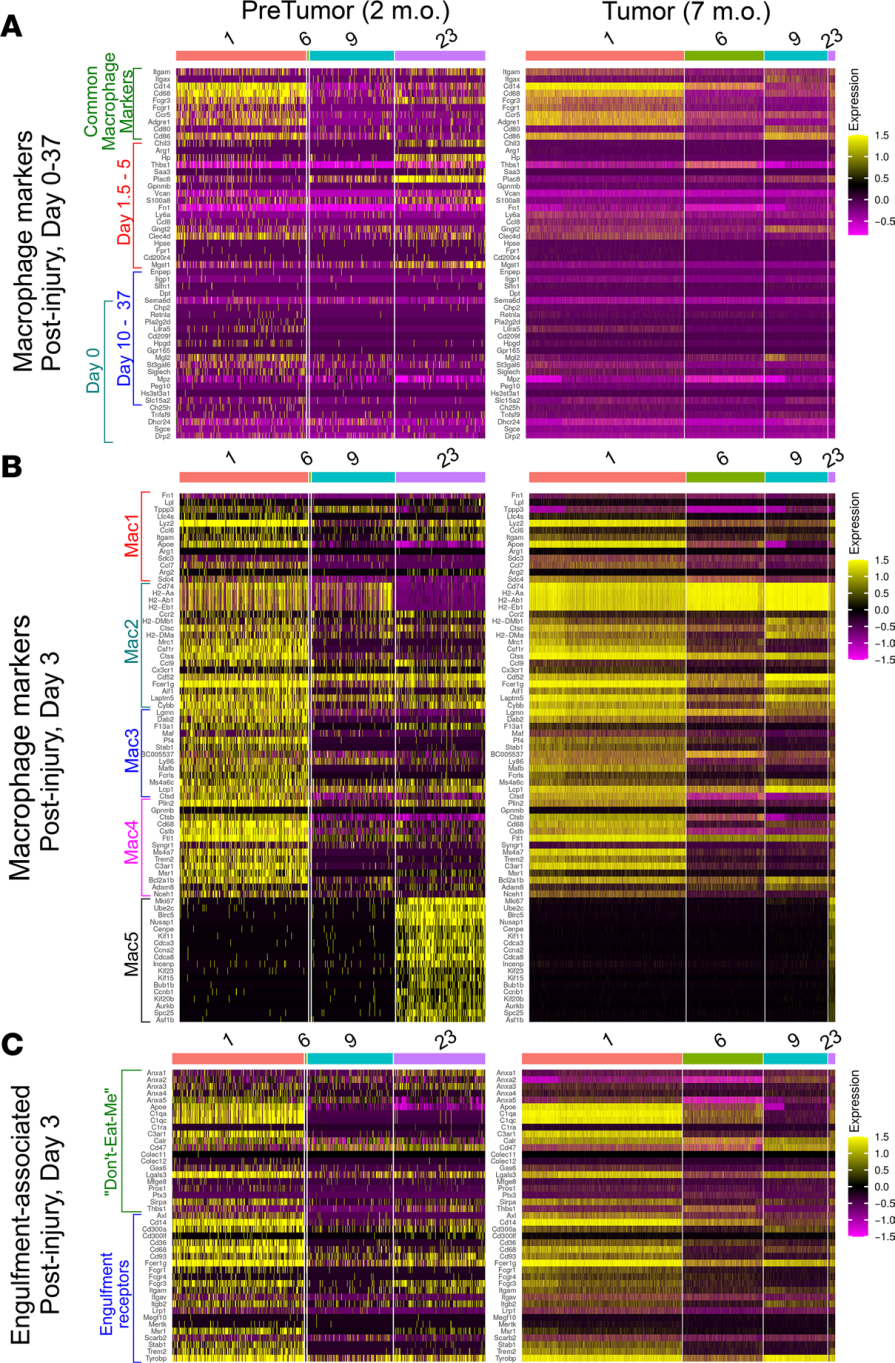
The gene expression pattens of macrophage clusters. Based on (**A**) days after nerve injury (48), (**B**) nerve injury-associated macrophage subtypes (49), and (**C**) “don’t-eat-me” and “eat-me” (engulfment receptor) signatures (49).

How the deposited data were processed for this re-analysis (not part of the article)

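Bulk RNA-seq libraries of 14 mice were analysed: 3 control DRGs with nerves, 5 slow-growing PNs, and 6 fast-growing PNs. The conditions came from the sample labels and the Methods, and no column of the count table was left without a sample. The single-cell libraries and the human samples were not analysed here. The authors amplified total RNA with the Ovation RNA-Seq System v2, aligned the reads to mm10 with TopHat, and counted them per gene with featureCounts. The deposited counts are whole numbers for 24062 genes, without normalization. The authors also deposited log2 values for 16382 of these genes, normalized with edgeR's TMM method. For each library, those deposited log2 values equal the log2 of the count plus a constant, divided by a TMM-scaled library size, scaled to CPM. Beyond the counts, they hold only these scaling factors and the choice of genes. The TMM factors that they imply have a geometric mean of 0.971, and the paper's text does not state how the 16382 genes were chosen. In that deposited table, 10 columns are headed only by a mouse number; their unit was entered as other because of that header, and the authors' values in them are log2 values like those of the remaining columns.

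Fold changes were computed from the counts in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr, libraries were scaled by TMM factors, and groups were compared by the quasi-likelihood test. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. The PNs were compared with controls as a group of 11, and slow-growing and fast-growing PNs were each compared with controls and with each other, with only the libraries of the comparison in the fit. Levels are given as CPM after TMM normalization, and scores use log2(CPM + 1). No covariate was used in these fits, since neither the labels nor the paper give sex or batch per library. No library was prepared in both conditions, so a difference between the preparation of control and PN libraries cannot be told apart from a difference between the tissues. The depth of a library, between 9596773 and 17594164 counts on genes, limits the lowest levels that can be seen. PCR-amplified reads are not independent molecules, so floors and intervals cover counting error only.

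Cell-type scores used the cluster markers of Supplemental Table 2 and the cluster names of Supplemental Table 3, and were compared by exact permutation of the library labels with Benjamini-Hochberg adjustment over 4 cell groups. The directions of single-cell genes came from Supplemental Table 4, whose largest sheet could be read only in part, so some genes of later clusters are missing; 23 clusters were read across its sheets. The genes of the transcription factor response were 22 that the Results name; *Nfia*, which they also name, was not in this list. Genes are named in the text by a rule written in advance: *Nf1*, genes of lists taken from the paper, the 3 largest rises and the 3 largest falls among changed genes that separated every PN from every control at a mean log2 CPM of at least 3, and the 3 genes with the lowest p between fast- and slow-growing PNs. Which genes of the lists are named with values, and the genes *Nfia*, *Uba1y*, *Xist*, and *Rn45s*, was decided after their values had been seen. The skeletal muscle and fat marker lists, of 15 and 13 genes, were written after such transcripts had been seen among the changed genes and before their scores were tested.

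The fits were tested on simulated data. Counts were drawn from the means, dispersions, and library sizes of the real libraries with 200 genes changed by a log2 fold change of 2. The edgeR test recovered 80.5% of these genes for PNs versus controls among 16069 genes, 69.5% for slow-growing PNs versus controls among 15497, 84.5% for fast-growing PNs versus controls among 15850, and 91.5% for fast- versus slow-growing PNs among 15305. In the same order, 2.42%, 4.79%, 4.52%, and 3.68% of its calls were false. For DESeq2's Wald test, 25.9%, 29.3%, 22.7%, and 19.3% of the calls were false. A length trend put into simulated control libraries gave 3376 false calls among 16283 genes, and 0 calls after the trend of length and GC content had been removed from each library. Limma 3.58.1 and DESeq2 1.42.0 were used for alternatives. Gene positions, transcript lengths, GC content, and overlaps came from the GENCODE annotation of mm10, in which 22708 genes were matched by symbol and 933 by an older symbol, and 421 were not matched. The length of a gene is that of its longest annotated transcript. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

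The alternatives covered the normalization, the test, the filter, the threshold, the design, the marker sets, and the pseudocount, and each library was left out in turn. Other splits of the same libraries were fitted in the same way. The effects of these choices are given in the section on processing.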

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

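The tests of *Uba1y*, of the spread between PNs, and of unnamed predicted genes were chosen only after the result was seen. The far-gene gap of log2 2 was also set after such genes had been seen.

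Of 102 groups of 5 or 6 libraries, 10 had a library far from the others, where chance gives 5.1. Fast-growing PN 1191 had a neuronal marker score of 3.32, where the other fast-growing PNs lay between 5.51 and 6.82, and it also had the highest log2(CPM + 1) of *Postn* (11.11) and *Chl1* (10.25) in its group. Fast-growing PN 1071 had a skeletal muscle score of 7.47, where the others lay between 2.95 and 4.60. Slow-growing PN 1203 had the lowest *Dusp1* (4.27), and slow-growing PN 1198A the highest *C1qa* (4.73) and *Sox2* (3.50) of its group, on the same scale. *Xist* was at 11.69 in fast-growing PN 1216 and between 1.30 and 2.54 in the others; in 1216, *Ddx3y* and *Kdm5d* had 0 counts, *Eif2s3y* had 1, and *Uty* had 2, whereas *Ddx3y* had between 940 and 1216 counts in fast-growing PNs 1053, 1071, 1179, and 1191. This is the pattern of a female mouse, and the labels do not give the sex. No biological or technical explanation was tested for the *Postn*, *Chl1*, *Dusp1*, *C1qa*, *Sox2*, and tissue score values of single libraries.

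The mean correlation of slow-growing PN 1203 with the other 13 libraries was 0.875, where its group otherwise lay between 0.921 and 0.926, and that of fast-growing PN 1191 was 0.858, where its group otherwise lay between 0.918 and 0.931. With neuronal marker genes left out, the gap to the nearest library was still 0.894 of the range of the group for 1203 and 0.787 for 1191, but only 176 genes were left out, and the mean correlations hardly moved (0.877 and 0.868). On thinned counts the gap was 0.901 and 0.816 of the range, so library size does not account for it. The mean correlation with the other growth group minus that with the own group was -0.0323 for 1203 and -0.0544 for 1191. Without the other of these 2 libraries, it was -0.00419 for 1203 and -0.0274 for 1191. For 1191, this goes against an exchanged growth label. The neuronal test, and the label test of 1203, were read as open after their values had been seen: both low correlations cannot be told apart from the neuronal share, in which 1203 and 1191 are the extremes. For 1203, the correlations leave the label open, but *Oasl2* was at 36.2 CPM and *Lbh* at 78.8 CPM, below every fast-growing PN (lowest 97.8 and 150 CPM), and both genes also differed between the groups in the fit without 1203 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0052 and 0.0114; between 0.000841 and 0.0144 for *Oasl2* and between 0.00227 and 0.0394 for *Lbh* over all fits that left out 1 library). Both genes were chosen for the lowest p in the fit that counts 1203 as slow-growing, which favours such values in 1203. They lean against an exchanged label but do not settle it. Muscle, fat, and immune tissue were not tested as an explanation.

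The response size was larger in fast-growing than in slow-growing PNs by 0.22. On counts thinned to the smallest library, the exact permutation p was 0.00433, so library size does not account for it. After regression on the skeletal muscle and fat scores across the 11 PNs, a difference of 0.066 was left. This regression did not include the growth group, so it also takes up a difference that goes with growth rate. It cannot decide how much other tissue accounts for, and the response size difference cannot be told apart from other tissue.

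Between fast- and slow-growing PNs, 196 genes differed. In 100 splits of the 11 PNs into groups of 5 and 6, drawn with a fixed seed, 1 gave a count as large, which was the real one, and the largest count in another split was 170. On counts thinned to the smallest library, 52 genes were left, all among the 196, so the depth of the libraries may account for a part of the count. Removing the length and GC trend of each library left 238 genes, of which 186 were among the 196, so it did not lower the count. The neuronal score as covariate gave 995 genes. With that score shuffled, the median was 8.5 genes (range 2 to 2120). The count of 995 lies within that range, so this fit cannot decide on the neuronal share. With the muscle and fat scores as covariates 0 genes were left (1720 at an unadjusted p under 0.05), and with the immune score 2 (1876 at an unadjusted p under 0.05). With the covariates shuffled within each growth group, the median of 20 fits was 0 genes (range 0 to 213) for muscle and fat and 1 gene (range 0 to 1783) for the immune score. In the median, a shuffled covariate thus removed about as many calls as the real one, although some shuffled fits gave more than 196. The tests had been written so that an equal fall with shuffled covariates counted against the explanation; that reading was changed after the shuffled values were seen, because such a test cannot separate the explanations. Tested directly, the fat score was lower in fast-growing PNs, with a difference of -2.75 (exact permutation p = 0.039, Benjamini-Hochberg adjusted p over 4 tests = 0.052), and all 6 fast-growing PNs were below 4 of the 5 slow-growing PNs. The muscle score had a difference of -0.97 (exact permutation p = 0.502, Benjamini-Hochberg adjusted p = 0.502), which gives no sign of a difference in muscle. The count of 196 genes cannot be told apart from fat or immune tissue, or in part from library size, and the neuronal share is left open. In slow-growing PNs 1203 and 1198A, *Oasl2* and *Lbh* were below every fast-growing PN. PN 1203 had a fat score of 1.45, within the range of the fast-growing PNs, but its immune score of 2.39 was below all of theirs (lowest 3.31). PN 1198A had an immune score of 3.74, above 3 fast-growing PNs, but its fat score of 6.65 was above all of theirs (highest 3.72). Neither score alone thus gives the order of these genes, and both together were not tested for them.

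In 18 genes, which the paper does not discuss, the lowest PN was higher than the highest control by more than 2 on the log2 scale, and 9 genes were lower by as much. No other split of the 14 libraries into 3 and 11 gave such a higher gene. Among the largest rises, *1700025N23Rik* had a log2 fold change of 4.69, *Racgap1* of 4.38, and *Corin* of 4.02. *Uba1y*, a gene of the Y chromosome chosen after its values were seen, had between 125 and 203 counts in every PN library and between 8 and 12 in controls. In 3 PN libraries with under 3 counts on each of *Ddx3y*, *Eif2s3y*, *Kdm5d*, and *Uty*, it had at least 154, so its reads may come from another gene. The spread of the 18 genes between PNs was at median percentile 8 among genes of their mean level, but genes picked for such a gap have little spread by that choice, so this test was read as open after its value had been seen. Of the 18, 55.6% have a predicted-gene symbol, against 8.08% of all tested genes. Exons overlapping another gene were less frequent among them (16.7%) than among all tested genes (36%). No library batch is given, so a difference between the tissues cannot be told apart from reads that are equal in all PN libraries because of how the libraries were made. *Corin* is not 1 of the 18 genes: its lowest PN, at 4.01 CPM, was close to its highest control, at 3.97 CPM, and its spread between PNs was at percentile 97.6. No explanation was tested for it.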

How the results depend on the processing

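The alternatives were chosen before the data were examined, except the muscle and fat covariates, the removal of *Rn45s*, the thinning of libraries, the direction by share of cells, and the removal of length and GC trends, which were chosen after seeing the data. The cause was not tested for any value in this part unless it is given.

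The number of genes changed in PNs versus controls, 4283, ranged from 2061 to 4779 across the 14 fits that each left out 1 library, with the lowest values without control DRG5 or DRG4. In the same way, it ranged from 599 to 2454 for slow-growing PNs versus controls, from 3342 to 5246 for fast-growing PNs versus controls, and from 2 to 1195 for fast- versus slow-growing PNs. Single-cell genes changed in the same direction ranged from 23 to 142, those in the opposite direction from 28 to 101, and listed NF-κB, STAT3, and AP-1 genes from 2 to 8. The SC score difference ranged from 0.40 to 0.74, and without slow-growing PN 1203 it was 0.59 with a Benjamini-Hochberg adjusted exact permutation p of 0.0420, where the other fits that left out 1 library gave up to 0.359.

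With a fold change over 2 required as well, 2400 genes changed in PNs versus controls and 2994 in fast-growing PNs versus controls. With muscle and fat covariates, 563 genes changed in PNs versus controls, of which 543 were among the 4283, and 0 between fast- and slow-growing PNs (1720 at an unadjusted p under 0.05). DESeq2's Wald test gave 3529 genes for slow-growing PNs versus controls and 1592 for fast- versus slow-growing PNs, 194 of them among the 196. On simulated data, 29.3% and 19.3% of the calls of this test were false in these 2 comparisons. An unadjusted p under 0.05 gave 4765 and 3155 genes in the same 2 comparisons, and a fit with all 14 libraries gave 3280 and 423, of which 1737 and 176 were also called without the added libraries. DESeq2's size factors gave 130 genes between fast- and slow-growing PNs, and libraries thinned to the smallest total gave 52.

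Single-cell genes changed in the same and in the opposite direction were 26 and 20 with single-cell fold changes over 2 only, 161 and 133 with an unadjusted p, and 404 and 357 by direction alone. The camera test gave the same score differences with lower Benjamini-Hochberg adjusted p: -0.90 for immune (3.09e-07), 0.52 for SC (0.00269), and 0.44 for neuronal markers (0.0107), where the other alternatives set in advance gave up to 0.220, 0.187, and 0.629. The correlation of slow- and fast-growing fold changes, 0.812, was 0.641, 0.315, 0.609, and 0.599 in 4 of the 6 fits with separate controls, 0.787 and 0.808 in the other fits, and 0.954 over changed genes only. At an unadjusted p under 0.05, 10 listed NF-κB, STAT3, and AP-1 genes changed.

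The fold change of *C1qa* reversed without control DRG4 (0.25), with a range from -0.56 to 0.25 across the fits that left out 1 library. That of *Cd74* reversed with growth groups averaged (-0.037) and without control DRG3 (-0.082), with a range from -0.082 to 0.86. That of *C1qa* also reversed with the length and GC trend removed (0.43), and so did that of *Nfia* (-0.29). *Nfia*, at 0.0021, reversed with DESeq2's size factors (-0.0473), TMM factors on non-marker genes (-0.0245), DESeq2's Wald test (-0.0474), and limma on the deposited values (-0.0785), and ranged from -0.0900 to 0.0891 across the fits that left out 1 library. The 31 named genes had 642 values under the alternatives set in advance, of which 589 kept their direction and side of the threshold, 25 lost the call, 11 gained it, and 17 reversed. Without DRG4, 8 genes lost the call, and without DRG5, 9 did. The difference in response size kept its direction and side of the threshold in all of these fits, from 0.12 to 0.26 across the fits that left out 1 library. The immune, stromal, and neuronal scores kept theirs in the fits that left out 1 library, but the size of their differences moved. It ranged from -1.49 to -0.54 for immune, from -0.27 to -0.062 for stromal, and from 0.22 to 0.74 for neuronal markers.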

Differences from the paper's values

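The thinned counts and the muscle and fat scores in this part, with their covariate fits, shuffles, and regression, were chosen after seeing the data. No other test in this part was chosen after a result was seen. The paper's number of transcripts deregulated in the same direction in single cells and in bulk is 890, and 90 genes were found here. The gene lists differ: the paper's list comes from its cellHarmony comparison, and the genes here come from the readable part of Supplemental Table 4, which lists 899 genes. None of the alternatives set before the data were examined closed the gap, but 761 of the listed genes with a single direction were tested in bulk, so a list of this length cannot reach the paper's number and these alternatives do not test the difference. Direction alone, without a p threshold, gave 404 genes, an unadjusted p under 0.05 gave 161, and the other alternatives gave between 23 and 142.

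The legend of Figure 1D describes the bulk changes as not depending on the growth rate of the PN. Here, 196 genes differed between fast- and slow-growing PNs at an adjusted p under 0.05 from edgeR with Benjamini-Hochberg adjustment, and the response size was larger in fast-growing PNs by 0.22 (exact permutation p = 0.00433). On thinned counts 52 genes were left. With muscle and fat covariates 0 were left, as in the median with shuffled scores. Of the response size difference, 0.066 was left after regression on these scores, in a fit without the growth group that cannot decide its cause. Neither difference can be told apart from other tissue in the samples. No gene of the 196 was compared with the genes of the paper's heatmap, which were not analysed here. The Discussion describes the NF-κB, STAT3, and AP-1 response as deregulated in single-cell and bulk data. In bulk, 6 of 22 listed genes changed here, none of them an NF-κB component (1 component had an unadjusted p under 0.05). The paper's evidence for NF-κB also includes network predictions in SC clusters, nuclear p65 staining, p65 and p50 blots, and inhibition in sphere cultures. Transcript levels of whole tissue do not test that evidence.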

Other observations

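The lists behind the muscle and fat tests were added only after the first results had been seen. So were the tests of length and GC content, of *Rn45s*, and of the single-cell score. The values of these tests were not known when they were written. Muscle and fat transcripts had already been seen among the changed genes, so a difference in these scores between PNs and controls was foreseeable.

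Other splits of the same libraries gave few genes. For PNs versus controls, 1 of 100 splits drawn with a fixed seed gave a count as large, the real one, and the next largest count was 104. For slow-growing PNs versus controls, 1 of all 56 splits did, with a next largest count of 101, and for fast-growing PNs versus controls, 1 of all 84, with a next largest count of 36. For single-cell genes changed in the same direction, in the opposite direction, and for the listed NF-κB, STAT3, and AP-1 genes, 1 of 100 splits did in each case, with next largest counts of 2, 6, and 0.

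The fold changes in PNs versus controls depended on transcript length. The median log2 fold change was -0.50 in the 10% of genes with the shortest transcripts (87 higher and 547 lower) and 0.32 in the 10% with the longest (311 higher and 75 lower). The rank correlation of length with level, relative to the mean of all libraries, was higher in PNs than in controls by 0.321 (exact permutation p = 0.00275, Benjamini-Hochberg adjusted p over 4 tests = 0.011), and that of GC content was lower, with a difference of -0.172 (exact permutation p = 0.0192, Benjamini-Hochberg adjusted p = 0.0384). All 11 PNs were above all 3 controls in length correlation. A difference in fragment length or transcript coverage between control and PN libraries may account for a part of these fold changes, and it cannot be told apart from a difference between the tissues. With the length and GC trend of each library removed, 3682 genes changed, of which 3164 were among the 4283, so the trend does not account for the count as a whole.

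Skeletal muscle and fat marker scores were lower in PNs than in controls. Gene by gene, 9 of the 15 muscle genes and 3 of the 13 fat genes were called lower, and 0 were higher. The muscle score was lower by a difference of -4.45 and the fat score by -4.17 (exact permutation p = 0.00275, Benjamini-Hochberg adjusted p over 4 tests = 0.0055 for each), and all 11 PNs were below all 3 controls in both. With both scores as covariates, 265 genes were lower in PNs, against 2180 without, and 298 were higher, against 2103 without, so the higher calls fell about as far. With the scores shuffled within control and within PN, the median was 306.5 (range 81 to 1215). The test had been written so that an equal fall with shuffled scores counted against the explanation, and it is read here as unable to separate; that reading was set after the values were seen. The lower genes cannot be told apart from muscle and fat tissue taken with the control nerves, which may contribute to them. Of *Fos*, *Fosb*, *Junb*, and *Dusp1*, 2 kept an adjusted p under 0.05 with these covariates (*Fosb* and *Dusp1*, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0176 and 0.0413), so muscle and fat do not fully account for the lower level of those 2. With the covariates, the log2 fold change of *Fosb* was -4.35, farther from 0 than without, and that of *Dusp1* was -1.71, nearer to 0 than without. *Fos* and *Junb* did not keep it (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.102 and 0.128), but their log2 fold changes moved away from 0, to -3.20 and -2.06; the time from dissection to freezing was not tested. *Stat3* and *Nf1* lost the call in the same fit, with log2 fold changes of 0.64 and 0.46 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.315 and 0.354).

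The mean level of the single-cell tumor genes differed by 0.17 between PNs and controls, which gives no sign of a difference (exact permutation p = 0.75). It was higher in fast- than in slow-growing PNs by 1.06, which did not pass the threshold (exact permutation p = 0.0649). The difference left after regression was 0.706 on muscle and fat scores and 0.54 on the neuronal score, both more than 0.532, which is 50% of it. Chance may account for it. In fast-growing PNs versus controls, 179 single-cell genes changed in the same direction and 85 in the opposite direction; in slow-growing PNs, 19 and 48 did, and between fast and slow, 28 and 2. The sheets of Supplemental Table 4 hold 2284 entries, of which 2021 have a positive log fold change in tumor, but only 13 list a higher share of cells with the transcript in tumor. With the direction taken from that share, 102 genes changed in the same direction and 93 in the opposite direction.

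*Rn45s*, which takes ribosomal RNA reads, held between 3.48% (95% Wilson interval 3.47% to 3.49%) and 18.1% (18.1% to 18.1%) of the counts of a library. With it left out, 4166 genes changed in PNs versus controls, so its share does not account for the count.

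*Xist* was at 2321 CPM in control DRG5, 3490 and 2755 CPM in slow-growing PNs 1198A and 1206, and 3295 CPM in fast-growing PN 1216, and at most 10.3 CPM in the other libraries. In fast-growing PN 1214, *Xist* was at 2.59 CPM and *Ddx3y*, *Kdm5d*, and *Uty* had 0 counts. In slow-growing PN 1198A, *Ddx3y* had 4 counts and *Eif2s3y* had 6. Of genes that the paper names for SCs in PNs, 4 of 12 genes raised in SCs were higher in bulk and 0 were lower, 5 of 7 SC precursor-like markers were higher and 0 were lower, and 4 of 9 ligands or receptors were higher and 1 was lower. Of 3 repair SC genes, only *Shh* was tested. It rose from 5.68 ± 1.73 CPM in controls (SD, n = 3) to 26.5 ± 9.65 CPM in PNs (SD, n = 11), a log2 fold change of 2.22 (adjusted p = 0.00137, edgeR with Benjamini-Hochberg adjustment), with every PN above every control. An exon of another gene lies over *Shh* on the opposite strand. The paper states that its PN SC populations did not show *Shh* expression. It adds that caution may be needed, because such repair genes are of low abundance even in injured nerve. The bulk values do not show which cells hold *Shh*. Adjusted over the named genes alone, 6 of the 12 raised genes were higher, and the other counts were the same. The following 5 of them, picked after their values were seen, had these log2 fold changes in PNs versus controls from edgeR with Benjamini-Hochberg adjustment: *Dcn* 1.08 (adjusted p = 0.111), *Postn* 2.55 (0.108), *Cd74* 0.42 (0.769), *Mif* -1.51 (0.00139), and *Chl1* 3.15 (0.00155). The transcript of *Mif*, of 600 bases, is among the shortest 10%. With the length and GC trend of each library removed, *Mif* had a log2 fold change of -0.85 (adjusted p = 0.0246, edgeR with Benjamini-Hochberg adjustment).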
